# Vitamin B6 Metabolism Determines T Cell Anti-Tumor Responses

**DOI:** 10.3389/fimmu.2022.837669

**Published:** 2022-02-17

**Authors:** David Bargiela, Pedro P. Cunha, Pedro Veliça, Iosifina P. Foskolou, Laura Barbieri, Helene Rundqvist, Randall S. Johnson

**Keywords:** vitamin B6, hypoxia, CD8+ lymphocytes, metabolism, immunotherapy

## Abstract

Targeting T cell metabolism is an established method of immunomodulation. Following activation, T cells engage distinct metabolic programs leading to the uptake and processing of nutrients that determine cell proliferation and differentiation. Redirection of T cell fate by modulation of these metabolic programs has been shown to boost or suppress immune responses *in vitro* and *in vivo*. Using publicly available T cell transcriptomic and proteomic datasets we identified vitamin B6-dependent transaminases as key metabolic enzymes driving T cell activation and differentiation. Inhibition of vitamin B6 metabolism using the pyridoxal 5’-phosphate (PLP) inhibitor, aminoxyacetic acid (AOA), suppresses CD8+ T cell proliferation and effector differentiation in a dose-dependent manner. We show that pyridoxal phosphate phosphatase (PDXP), a negative regulator of intracellular vitamin B6 levels, is under the control of the hypoxia-inducible transcription factor (HIF1), a central driver of T cell metabolism. Furthermore, by adoptive transfer of CD8 T cells into a C57BL/6 mouse melanoma model, we demonstrate the requirement for vitamin B6-dependent enzyme activity in mediating effective anti-tumor responses. Our findings show that vitamin B6 metabolism is required for CD8+ T cell proliferation and effector differentiation *in vitro* and *in vivo*. Targeting vitamin B6 metabolism may therefore serve as an immunodulatory strategy to improve anti-tumor immunotherapy.

## Introduction

Immunotherapy is an established treatment for cancer and targeting immune cell metabolism has emerged as a promising immunotherapeutic strategy (1, 2). Metabolic programs directly influence cell function and modulation of these programs has been shown to redirect T cell proliferation and differentiation. Metabolic control of T cell activity can thus be harnessed for therapeutic purposes by augmenting or suppressing immune responses *in vivo*. The identification of effective metabolic targets that confer cell-specific and durable immunomodulatory responses remains an ongoing priority.

In T cells, the hypoxia-inducible factor (HIF) transcription factors are master regulator of metabolic genes that direct cell fate and function (3–7). Metabolite availability, along with activation signals downstream of the T cell receptor (TCR) and co-stimulatory receptors, dynamically modulate HIF activity at the transcriptional, translational and post-translational level (8). In doing so, exogenous signals from the tumor microenvironment are able to direct HIF-driven transcriptional programs, leading to the promotion or suppression of effector T cell responses in a context-specific manner. Our group, and others, have shown that HIF-driven gene expression is required for effector CD8+ T cell differentiation but also maintenance of a memory T cell phenotype allowing for sustained anti-tumor immune responses (3, 4, 6, 9).

Here using an unbiased bioinformatic approach we identify vitamin B6-dependent enzymes as top metabolic hits in T cells following activation. We show that inhibition of vitamin B6 metabolism significantly limits T cell activation and differentiation *in vitro* and impairs anti-tumor immunity *in vivo*. Furthermore, we demonstrate that expression of PDXP, a key regulator of vitamin B6 levels, is HIF1-dependent in CD8^+^ T cells. Taken together these findings provide a mechanistic insight of vitamin B6 metabolism in T cell fate determination and support its use as a potential therapeutic target for anti-tumor immunotherapy.

## Materials and Methods

### Animals

Animal work was carried out under UK Home Office guidelines and the approval of the Regional Animal Ethics Committee of Northern Stockholm, Sweden. Mice were housed in a specific pathogen-free animal facility, provided with food and water *ad libitum*, and maintained on a 12-hour light-dark cycle at 21°C. Genotyping was performed with DNA from ear biopsies using commercial Transnetyx qPCR assays. C57Bl/6J mice were purchased from Janvier Labs. Donor TCR transgenic OT-1 mice (JAX 003831, The Jackson Laboratory) were crossed with mice bearing the CD45.1 congenic marker (JAX 002014, The Jackson Laboratory). All mice were backcrossed over ten generations to the C57BL/6J background. Male and female animals >6 weeks of age were used in experiments. Groups were assigned randomly for mouse experiments and the investigator was blinded to group assignment. No statistical methods were used to pre-determine sample size.

### Cell Lines

B16 F10 (mouse melanoma) cells were purchased from ATCC (CRL-6475). Ovalbumin-expressing B16 F10 (B16 F10 OVA) cells were generated in-house by co-transfection of the transposon vector pT2 encoding OVA, eGFP and neomycin phosphotransferase and the vector encoding transposase SB11. After three days, 400 μg/ml G418 (Gibco, 10131035) was added to culture media to select for transgene-expressing cells. Successful integration was confirmed by analyzing eGFP fluorescence by flow cytometry. Monoclonal OVA-expressing lines were derived by a process of limiting dilution. OVA presentation was confirmed by flow cytometry using a PE-labelled antibody against surface SIINFEKL bound to H-2Kb (clone 25- D1.16, BioLegend).

### Cell Culture

B16 F10 OVA cells were grown in T75 cell culture flasks (Sarstedt) in high-glucose DMEM supplemented with 10% fetal bovine serum (FBS), 1% penicillin/streptomycin and 0.75 mg/ml G418 (all Thermo Fisher). Mouse CD8+ T cells were grown in 48 well plates (Corning) in RPMI media supplemented with 10% fetal bovine serum (FBS), 1% penicillin/streptomycin, 55 μM 2-ME (all Thermo Fisher) and 100 units/ml recombinant human IL-2 (Roche). Compounds were pH corrected to pH 7.2-7.4 using sodium hydroxide or hydrochloric acid, as required, and added to wells at the time of initial seeding. Cells were cultured in humidified incubators with 5% carbon dioxide and 1% or 21% oxygen, as indicated in figure legends.

### Cell Count and Viability Measurement

Cells were either counted using an automated cell counter (BioRad TC20) with viability assessed by trypan blue exclusion and with LIVE/DEAD (Life Technologies) viability dye and absolute numbers were determined by flow cytometry using counting beads (Countbright, Life Technologies). Proliferation rate was calculated using the following formula: Proliferation Rate (Doublings per day) = log_2_ (final cell count/initial cell count)/number of days.

### Cell Division Analysis (CTV)

Cells were washed in PBS and incubated with 5 μM CellTrace Violet (Invitrogen C34557) in PBS for 30 minutes. RPMI media was then added for 5 minutes, after which the cells underwent centrifugation and were resuspended in fresh RPMI for onward culture. At the end of the experiment, samples were stained with Near-IR Dead Cell Stain Kit (ThermoFisher) and analyzed on a FACSCanto II flow cytometer (BD Biosciences). Cell division analysis was carried out by comparing cell division number and the proportion of cells in each division. Proliferation index is the total number of divisions divided by the number of cells that went into division and was calculated with FlowJo flow cytometry software.

### DNA Synthesis Analysis (EdU)

DNA synthesis was measured by quantifying incorporation of the nucleoside analog EdU (5- ethynyl-2 ´-deoxyuridine) in DNA using a click reaction coupled to a fluorophore. EdU was detected using the Click iT-EdU assay (Invitrogen C10634) according to the manufacturer’s instructions. In addition, samples were stained with Near-IR Dead Cell Stain Kit (ThermoFisher) and anti-mouse CD8 (clone: 53-6.7, BD Biosciences) and analysed on a FACSCanto II flow cytometer (BD Biosciences).

### CD8+ T Cell Isolation and Activation

CD8+ T cells were isolated from mouse spleens and purified using Microbeads conjugated to monoclonal anti-mouse CD8α (Ly-2; isotype: rat IgG2a) antibody (Miltenyi, 130-117-044), followed by magnetic bead isolation on a MACS column. CD8+ T cells were activated with anti-mouse CD3/CD28 Dynabeads (Thermo Fisher) at a 1:1 cell/bead ratio. After 3 days of culture, Dynabeads were removed using a magnet and cells were prepared for flow cytometry analysis or cultured for a further 4 days. OT-I CD8+ T cells from OT-I mouse spleens were activated with 1μg/ml SIINFEKL peptide for 48 hours. Following this, OT-1 T cells were washed twice with PBS and cultured for a further 5 days. All T cells were cultured in complete RPMI medium containing 2 mM glutamine, supplemented with 10% FBS, 1% Streptomycin, 55 μM β-mercaptoethanol (all Thermo Fisher) and 100 units/ml recombinant human IL-2 (Roche, 10 799 068 001).

### Vectors

DNA encoding a codon-optimized polycistronic peptide composed of mouse Thy-1.1 (AAR17087.1), picornavirus P2A (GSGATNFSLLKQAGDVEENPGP) and furin (RAKR) cleavage sequences and either wild-type/mutated mouse PDXP (NP_064667.2, wt; NP_064667.2:p.Ala194_Ala195delinsLysLys, mut) or wild-type/mutated mouse PDXK (NP_742146.1, wt; NP_742146.1:p.Ala228Thr, mut) was synthesized by Gene Art (Thermo Fisher). Cell surface peptides from Thy-1.1 were maintained to ensure proper subcellular localization. The coding sequences were cloned into the gamma retroviral vector pMP71, a gift from Christopher Baum (MHH, Hannover). Helper vector pCL-Eco (for ecotropic infection) was a gift from Inder Verma (Addgene; plasmid #12371). All protein sequences and accession numbers are available in **Supplementary Material**.

### Retroviral Transductions

Sub-confluent HEK293 cultures were transfected using FuGENE HD (Promega, #E2311/2) with 2.5 mg PDXP- or PDXK-encoding vectors and 1.5 mg helper vector pCL-Eco, for generation of mouse-tropic retroviral particles. Supernatant media containing retroviral particles were harvested 48 hours after transfection and used fresh. Retroviral supernatants were spun onto RetroNectin-coated wells (Takara) at 2,000 g for 2 hours at 32°C and replaced with activated mouse polyclonal CD8^+^ T cells in fresh RPMI supplemented with 100 U/mL IL2.

### *In Vivo* Tumor Chemotherapy Model

Female C57BL/6J mice, aged between 7 - 12 weeks, were injected subcutaneously with 500,000 B16 F10 OVA cells and tumor growth was monitored over time. After 10 days, mice received a daily intraperitoneal injection of PBS (control), 0.25 mM aminoxyacetic acid (AOA), 1 mM oxaloacetate (OAA) or 0.25 mM AOA + 1 mM OAA for 5 days and tumor growth was monitored thereafter until a humane endpoint was reached. Animals were assigned randomly to each experimental group. Tumors were measured blindly every 2-3 days (daily evaluations during injections) with digital calipers. Tumor volume was calculated using the formula: (*a* ^2^ x *b*) x 0.5 where *a* is the width and *b* is the length of the tumor.

### *In Vivo* Tumor Adoptive Immunotherapy Model

Splenocytes from female CD45.1+ OT-1 mice were activated with 1 μM SIINFEKL peptide and treated with vehicle (water), 0.25 mM aminoxyacetic acid (AOA, Sigma), 1 mM oxaloacetate (OAA, Sigma) or 0.25 mM AOA + 1 mM OAA in the presence of IL-2 (100 units/ml). After 48 hours, CD8+ OT-1 T cells were purified using magnetic negative selection beads (Miltenyi) and cultured for 5 further days with vehicle (water), 0.25 mM aminoxyacetic acid (AOA, Sigma), 1 mM oxaloacetate (OAA, Sigma) or 0.25 mM AOA + 1 mM OAA in the presence of IL-2 (100 units/ml). On day 7, one million OT-1 T cells were transferred intraperitoneally into tumor-bearing CD45.2+ C57BL/6J mice that had been subcutaneously injected with 500,000 B16 F10 OVA cells 7 days prior and then four days after that received an intraperitoneal injection of 300 mg/kg cyclophosphamide to achieve lymphodepletion. The expansion of OT-1 T cells in peripheral blood was evaluated from tail vein blood samples taken 7 days following OT-1 transfer. Tumor growth was evaluated until a humane endpoint was reached. Tumors were measured blindly every 2-3 days (daily evaluations during injections) with digital calipers and tumor volume was calculated using the formula: 0.5 x (*a*_2_ x *b*) where *a* is the width and *b* is the length of the tumor.

### Flow Cytometry

Single cell suspensions were stained with Near-IR Dead Cell Stain Kit (ThermoFisher) followed by surface, cytoplasmic and/or nuclear staining with the following fluorochorome- conjugated monoclonal antibodies: CD25 (PC61.5) purchased from ThermoFisher; CD44 (IM7), CD62L (MEL-14), CD8 (53-6.7), Fc Block (93), Granzyme B (QA16A02), ICOS (C398.4A), IFNγ (XMG1.2) and TNF⍺ (MP6-XT22) purchased from Biolegend. Staining of cytoplasmic and nuclear antigens was performed using the Fixation/Permeabilization kit (BD Biosciences) and the Transcription Factor buffer set (Invitrogen/eBiosciences), respectively. For staining of intracellular cytokines CD8+ T cells were re-stimulated with PMA, Ionomycin and Brefeldin A (all Sigma) for 4 hours. Samples were analysed on a FACSCanto II flow cytometer (BD Biosciences) and using FlowJo version 10 software (BD Biosciences). The gating strategy was as follows: FSC-A, SSC-A lymphocytes >> FSC-A, FSC-H singlets >> CD8 positive, LIVE/DEAD Negative.

### Metabolomics

Metabolomics experiments were previously performed using GC/MS and LC/MS/MS plat forms platforms (Metabolon Inc.) to determine intracellular metabolite concentrations. Raw values were normalized using cell counts or protein concentration as measured by the Bradford assay and rescaled to set the median to 1. Missing values were imputed using the minimum value. Principal component analysis (PCA) was carried out using the *prcomp* function, unsupervised hierarchical clustering was carried out using the *hclust* function, and Z scores and log fold changes were calculated in R version 3.6.1.

### RNAseq Analysis

CD8+ T cells were activated and cultured with vehicle (water) or 0.25 mM AOA in the presence of IL-2 for 7 days, then washed twice with ice cold PBS and lysed with RLT buffer containing 1% β-mercaptoethanol. Total RNA was subjected to quality control with Agilent Tapestation according to the manufacturer’s instructions. To construct libraries suitable for Illumina sequencing the Illumina TruSeq Stranded mRNA Sample preparation protocol which includes cDNA synthesis, ligation of adapters and amplification of indexed libraries was used. The yield and quality of the amplified libraries were analysed using Qubit by Thermo Fisher and the Agilent Tapestation. The indexed cDNA libraries were normalised and combined and the pools were sequenced on the Nextseq 550 for a 75-cycle v2.5 sequencing run generating 2x75 bp paired-end reads. Basecalling and demultiplexing was performed using CASAVA software with default settings generating Fastq files for further downstream mapping and analysis. Sequenced reads were mapped to the genome using the STAR aligner with default settings and uniquely mapped reads were counted. Normalised counts per million and differential gene expression were determined with DESeq2 (Love, 2014). Principal component analysis (PCA) was carried out using the R *prcomp* function, unsupervised hierarchical clustering was carried out using the R *hclust* function, and Z scores and log fold changes were calculated in R version 3.6.1. The raw RNAseq data are deposited in the GEO database under the series number GSE182999.

### Gene Set and Pathway Enrichment Analysis

Gene-set enrichment analysis (GSEA analysis) was performed on a complete ranked list of our genes using the fgsea R package and a previously described approach (Subramanian 2005). The following genesets from the Molecular Signature Database at the Broad Institute (https://www.gsea-msigdb.org/gsea/msigdb/index.jsp) were utilized: G2/M cell cycle checkpoint (HALLMARK_G2M_CHECKPOINT, ‘G2M checkpoint’), cell cycle related targets of E2F transcription factors (HALLMARK_E2F_TARGETS, ‘E2F targets’), genes involved in T cell activation (T_CELL_ACTIVATION, ‘T cell activation’), genes involved in T cell proliferation (GO_POSITIVE_REGULATION_OF_T_CELL_PROLIFERATION, ‘T cell proliferation’) and genes involved in T cell differentiation (GO_T_CELL_DIFFERENTIATION_INVOLVED_IN_IMMUNE_RESPONSE, ‘T cell differentiation’). Pathway enrichment analysis was performed using the ClusterProfiler R package and pathways from the Reactome database (https://reactome.org) in R version 3.6.1.

### Seahorse

Oxygen consumption rates (OCR) and extracellular acidification rates (ECAR) were measured on a Seahorse XFe96 Analyzer (Agilent) using 2 x10^5^ CD8+ T cells per well on a poly-D- lysine coated plate with XF RPMI media pH 7.4 (containing 10 mM glucose, 2 mM L- glutamine). Measurement were made under basal conditions and following addition of 0.25 mM AOA, 1 mM OAA, 1 μM oligomycin, 1.5 μM FCCP and 100 nm rotenone + 1 μM antimycin. All compounds were acquired from Sigma-Aldrich. For experiments involving *in Seahorse* activation of T cells, soluble anti-CD3 (5 μg/ml, clone:17A2) and anti-CD28 (5 μg/ml, clone:37.51) antibodies (both Biolegend) were injected from Port A. Relative ECAR and relative OCR measurements were calculated by dividing all measurements by the final baseline measurement (measurement immediately before the Port A injection).

### Immunoblotting

CD8+ T cells were collected, washed twice in ice cold PBS and lysed in UTB buffer with β- mercaptoethanol. Protein lysates were quantified with Bradford Assay reagent (BioRad) and separated by SDS-PAGE on Nu-Page 3-8% Tris acetate or 4-12% Bis-Tris gels (Life Technologies). Proteins were transferred to nitrocellulose membranes and blocked with Roti- Block (Carl Roth). Membranes were incubated with primary antibodies (FIH, 1:1000, Santa- Cruz, sc-271780; Tubulin, 1:10000, Abcam, ab6160) overnight at 4°C and then with infrared dye-conjugated secondary antibodies at room temperature. Imaging of membranes was carried out using an Odyssey imaging system (LICOR).

### T Cell Metabolic Gene and Protein Signature

We used microarray data from the Immunological Genome Project (ImmGen) (10) and proteomic data from the Immunological Proteomic Resource (ImmPRes) (11) to determine gene and protein expression in murine activated T cell populations at multiple timepoints. A false discovery rate (FDR) threshold of 5% was applied to determine differentially-expressed genes. To assemble a list of metabolic genes, we obtained all metabolic genes from the KEGG database (https://www.genome.jp/kegg/pathway.html) and supplemented this list with a manually curated list of genes encoding solute carrier (SLC) transporters (**Supplementary Data 1**). A T cell metabolic gene and protein signature was derived by overlapping gene and protein expression data with this metabolic gene list.

### HIF1 Metabolic Gene Signature

A list of HIF1-driven genes was generated using two previously published RNAseq datasets of *in vitro* culture CD4+ T cells with or without prolyl hydroxylase 1-3 (PHD WT and PHD KO, respectively, GSE85131) (3) and CD4+ T cells with or without HIF1 (HIF1 WT and HIF1 KO, respectively, GSE29765) (12). Prolyl hydroxylases (PHDs) regulate the abundance of HIF within cells by marking HIF molecules for downstream degradation in an oxygen-dependent manner. A FDR threshold of 5% was applied on differentially-expressed genes in both datasets (comparing WT vs KO) and genes that were both significantly up in the PHD KO T cells (vs PHD WT) and significantly down in the HIF1 KO T cells (vs HIF1 WT) were selected (**Supplementary Data 2**). To assemble a list of metabolic genes, we obtained all metabolic genes from the KEGG database (https://www.genome.jp/kegg/pathway.html) and supplemented this list with a manually curated list of genes encoding solute carrier (SLC) transporters (**Supplementary Data 1**). A HIF1 metabolic gene signature was derived from all genes present both in the HIF1-driven genes list and the metabolic gene lists (**Supplementary Data 3**).

### Statistical Analysis

Statistical analyses were performed in GraphPad Prism 8 software and R version 3.6.1. Pairwise comparisons of unpaired data were carried out using a two-tailed Student’s t-test with Welch’s correction, where appropriate. Pairwise comparison of paired data was carried out using a paired t-test. Multiple comparisons were carried out using one-way ANOVA with Dunnett’s multiple comparison test or using multiple t-tests with multiple comparison correction *via* the two-stage step-up method of Benjamini, Krieger and Yekutieli. Grouped data was assessed by two-way ANOVA, correcting with Tukey’s multiple comparisons test. Error bars shown represent s.e.m., unless otherwise stated in figure legends. Sample sizes were chosen based on previous experience of *in vitro* and *in vivo* experiments.

## Results

### Vitamin B6- (PLP-) Dependent Enzymes Are Highly Expressed in Activated T Cells

To explore the role of metabolism in T cell activation and differentiation we generated a T cell metabolism gene and protein signature using publicly available datasets. We used microarray data from the Immunological Genome Project (ImmGen) (10) and proteomic data from the Immunological Proteomic Resource (ImmPRes) (11) to determine gene and protein expression in murine activated T cell populations at multiple timepoints. We overlapped this gene and protein expression signature with a list of metabolic enzymes (derived from all metabolic pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG) database) and solute carrier transporter (manual curation, **Supplementary Data 1**), to generate a T cell metabolism signature containing 2105 genes and 1385 proteins (**Figure 1A**) . Using this T cell metabolism signature, we determined which genes were most upregulated in T cells 24 hours post-activation when compared to naive cells. We found that 4 of the top 10 upregulated genes were vitamin B6 (pyridoxal 5’-phosphate, PLP) dependent enzymes, and the PLP-dependent transaminase, Bcat1, was the most significantly upregulated gene (adjusted p value = 4.98 x 10^-10^) (**Figure 1B**). Vitamin B6 is obtained from dietary sources and is converted to an active form, pyridoxal 5’-phosphate (PLP), by the action of pyridoxal kinase (PDXK) and pyridoxamine 5’-phosphate oxidases (PNPO). Pyridoxal phosphate phosphatase (PDXP) converts PLP back to its inactive form. PLP is utilized as a cofactor by numerous (>140) enzymes, including transaminases, which interconvert amino acids and ketoacids (**Figures 1C, D**). To further identify which PLP-dependent enzymes are present in T cells, we assessed gene and protein expression in T cells at timepoints following activation, dividing them as PLP-dependent transaminases and PLP-dependent non-transaminases (**Supplementary Figure 1A, B**). In addition, we assessed the gene and protein expression of PLP regulators (PDXK, PNPO and PDXP) in timepoints following activation (**Supplementary Figures 1A, B**). Overall, the expression of PLP-dependent transaminases was higher than PLP-dependent non-transaminases at both mRNA and protein levels and the increase in PLP-dependent transaminase expression occurred early following T cell activation (**Supplementary Figures 1A, B** and **Figures 1E, F**). At 12 hours following activation, there was an increase in gene expression of positive regulators of PLP levels (PDXP, PNPO) relative to naïve cells, whereas there was no change in gene expression of the negative regulator of PLP levels (PDXP). However by 24 hours after activation, gene and protein expression levels of both positive and negative regulators were similar to those found in naïve cells (**Supplementary Figures 1A, B**).

**Figure 1:**
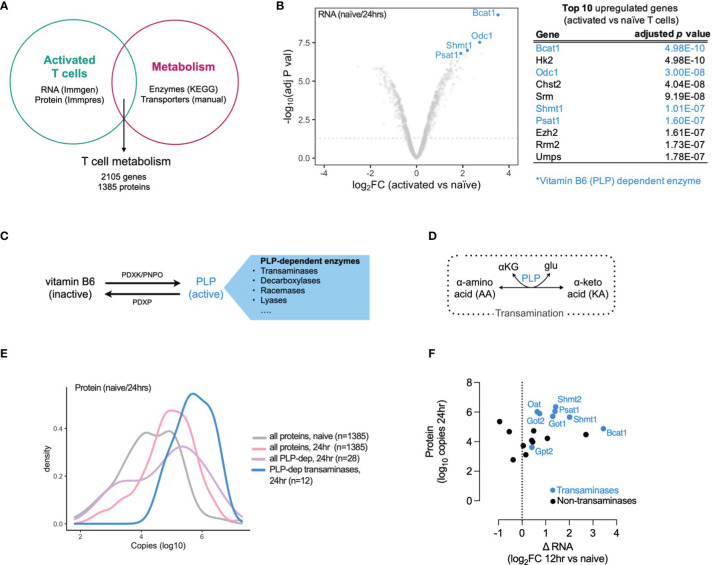
Vitamin B6 (PLP) dependent transaminases are highly expressed in activated T cells. **(A)** T cell metabolism gene and protein expression signature generated from overlap of publicly-available T cell activation mRNA (Immgen) and protein (Immpres) datasets with KEGG metabolic genes and manually-curated metabolic gene lists. **(B)** Top 10 upregulated genes in 24hr activated versus naïve CD8+ OT-1 T cells (Immgen), vitamin B6 (PLP) dependent enzymes highlighted in blue. **(C)** Vitamin B6 is converted to pyridoxal 5'-phosphate (PLP), its active form which is utilized as a cofactor by numerous PLP-dependent enzymes. **(D)** PLP-dependent transamination is required for interconversion between alpha-amino acids (AA) and alpha-keto acids (KA). **(E)** Distribution of protein copy number in naive and 24hr activated T cells (Immpres). **(F)** Gene and protein expression of PLP-dependent enzymes in activated T cells, PLP-dependent transaminases in blue; PLP-dependent non-transaminases in black.

### Inhibition of PLP-Dependent Enzymes Limits T Cell Proliferation

To explore the role of PLP-dependent enzymes in T cell function, we treated activated mouse CD8+ T cells with aminoxyacetic acid (AOA), a well-characterized PLP inhibitor (**Figure 2A**). Given that PLP-dependent transaminases are involved in NAD regeneration and nucleotide synthesis (**Figure 2B**) and have previously been demonstrated to be important in cell proliferation and differentiation (13–15), we predicted that AOA treatment would restrict *in vitro* CD8+ T cell expansion. We measured the proliferation of CD8+ T cells following 3 days of AOA treatment and found that AOA-induced PLP inhibition resulted in a dose-dependent decrease in both cell counts (**Figure 2C**) and cell division (**Figure 2D**). T cell viability was assessed on each day of culture and AOA concentrations greater than 0.25mM were shown to markedly reduced T cell viability (**Figure 2E**). To assess the contribution of PLP enzymes to NAD/NADH homeostasis within mitochondria, we measured oxygen consumption rate (OCR) in activated T cells and found that AOA treatment limited both basal and maximal OCR (**Figure 2F**). To confirm that this was secondary to PLP-dependent transaminase activity we combined treatment of AOA with glutamine, which contributes carbons to the TCA cycle *via* glutamate dehydrogenase and/or PLP-dependent glutamate-oxaloacetate transaminase activity. In vehicle-treated CD8+ T cells that were initially in glutamine-free media, the addition of glutamine led to a significant increase in OCR, whereas addition of glutamine to AOA- treated activated CD8+ T cells resulted in a limited increase in OCR, comparable to cells remaining in glutamine-free media (**Figure 2G**). These results suggest that PLP-dependent enzyme activity is required for T cell proliferation and to support mitochondrial oxidation through the action of transaminases.

**Figure 2:**
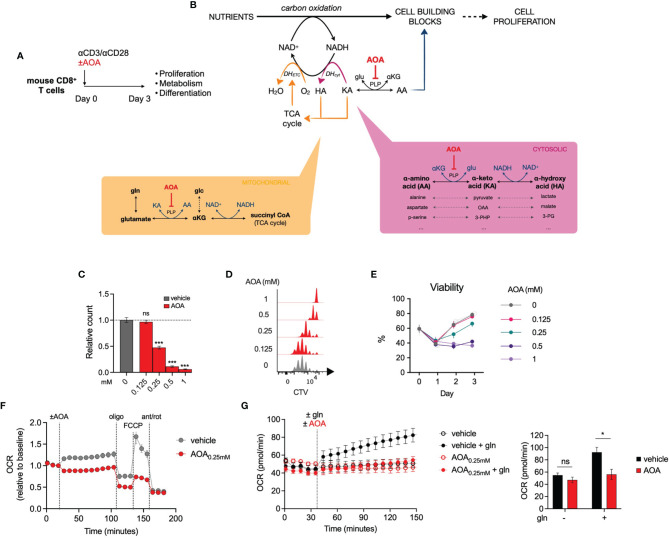
Inhibition of PLP-dependent enzymes with AOA limits cell proliferation **(A)** *In vitro* experimental design. Mouse CD8+ T cells were activated for 3 days and proliferation, metabolism and differentiation were profiled. **(B)** Schematic illustrating the contribution of PLP-dependent transaminases to cell proliferation and the site of action of the PLP inhibitor, aminoxyacetic acid (AOA). **(C, D)** Relative cell count **(C)** and cell division **(D)** of CD8+ T cells following 48 hours of treatment with AOA (n = 8 mice), **(E)** Viability of CD8+ T cells during 3 days of activation with different concentrations of AOA (n = 4 mice) **(F)** Seahorse metabolic profiling showing oxygen consumption rate of CD8+ T cells after addition of vehicle or 0.25mM AOA (n = 8 mice). **(G)** Oxygen consumption rate of glutamine- (gln-) depleted CD8+ T cells following treatment with the amimo acid, glutamine, and/or AOA (n = 3). Data representative of at least two independent experiments. Error bars denote s.e.m. One-way ANOVA with Dunnett's multiple comparisons test **(C)**. Two-way ANOVA with Tukey's multiple comparisons test **(G)**. *p < 0.05, ***p < 0.001; ns, non significant; gln, glutamine; MFI, mean fluorescence intensity.

### Inhibition of PLP-Dependent Enzymes Restricts Effector T Cell Differentiation and Results in Metabolic Reprogramming

To understand the effect of PLP inhibition on immune cell transcriptional programs, we carried out RNA sequencing of vehicle- or AOA-treated (0.25mM) CD8+ T cells. 

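CD8+ T cells of 3 donor mice were activated and kept for 7 days in interleukin-2 at 100 units per ml, with water as vehicle or with 0.25 mM AOA. AOA (aminooxyacetic acid) blocks enzymes that use PLP, the active form of vitamin B6, as their cofactor. Each mouse gave a culture to both groups, so there were 3 vehicle and 3 AOA libraries, numbered by mouse. The authors prepared stranded libraries from messenger RNA, sequenced them as paired-end reads, aligned the reads with STAR at its default settings and counted the uniquely mapped reads of each gene. They deposited these raw counts. The genome build, the annotation, the counting program and any filter on genes are not given in the sources used here. Total counts were 12881962, 15244646 and 18934869 in vehicle replicates 1, 2 and 3, and 21997078, 18696114 and 19546478 in AOA replicates 1, 2 and 3. The 10 most abundant genes took between 5.40% and 6.36% of the counts of a library. For the values given here, counts were normalised for library size and composition by the TMM method of edgeR and expressed as CPM. Groups were compared by the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment across the 11759 genes that passed its default low-count filter, and log2 fold changes are those of AOA relative to vehicle. The test did not use the mouse number, and a fit with the mouse as a replicate block is given where it changed a call. A gene with an adjusted p under 0.05 is called changed. With 3 cultures per group, an exact permutation test of a single gene cannot give a p below 0.1, so only the model across all genes is used.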

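In a principal component analysis of log2 CPM, the first component held 80.1% of the variance. Its scores were -67.6, -53.5 and -58.4 in the vehicle libraries and 62.9, 54.2 and 62.5 in the AOA libraries. The second component held 10.8% and placed vehicle replicate 2, at -44.2, away from vehicle replicates 1 and 3, at 21.9 and 19.4. Scaling each gene to unit variance moved the share of the first component most, to 60.7%. Without vehicle replicate 2 the shares were 88.0% and 6.44%. In all, 6233 genes were called changed, 53.0% of those tested, of which 3086 were higher and 3147 were lower with AOA. Of these, 3081 had an absolute log2 fold change of at least 1, with 1418 higher and 1663 lower, and no other alternative moved the counts as far. For 7303 genes, or 62.1%, the 3 AOA libraries lay all above or all below the 3 vehicle libraries, where chance gives 10%. Mcm5 (Entrez gene 17218), which encodes a subunit of the helicase that unwinds DNA for replication, lies on chromosome 8 of GRCm38 from 75109569 to 75128439 in the GENCODE annotation, although the build used for counting is not given in the sources used here. Its level was 433 ± 17.2 CPM (SD, n = 3) with AOA and 55.0 ± 12.7 CPM (SD, n = 3) with vehicle, a log2 fold change of 2.97 (standard error 0.19, adjusted p = 1.38e-05 by edgeR). Chek1, Cdk1, Ccnb1, E2f1 and Pcna were also higher, with log2 fold changes from 2.52 for Ccnb1 to 3.72 for Chek1 and adjusted p of at most 2.30e-05. Among genes of activation and effector function, Gzma (Entrez gene 14938, chromosome 13 from 113093825 to 113100981), which encodes the protease granzyme A, fell from 717 ± 496 CPM (SD, n = 3) to 6.25 ± 5.59 CPM (SD, n = 3). Its log2 fold change was -6.85 (standard error 0.75, adjusted p = 1.20e-04 by edgeR). Tnfrsf8, Ccr1, Klrg1, Prf1, Icos and Tbx21 were lower as well, with log2 fold changes of -4.93, -5.58, -5.43, -3.15, -1.42 and -0.74, and the largest adjusted p was 0.00836, for Tbx21. Vehicle replicate 2 had the highest level of several of these genes, and without it the log2 fold changes of Prf1 and Klrg1 were -1.91 and -3.66. Gzmb was not called, with a log2 fold change of -1.03 (standard error 0.41, adjusted p = 0.0605 by edgeR) and a lower level in 2 of 3 mice. It was called with the mouse as a replicate block (-0.86, adjusted p = 0.0304), and without vehicle replicate 2 its log2 fold change was -0.28. Gzmg had 5, 910 and 57 counts in the vehicle libraries and 0, 1 and 0 in the AOA libraries, and did not pass the low-count filter. DESeq2, which kept it, gave a log2 fold change of -10.16 (adjusted p = 9.00e-05). Gzma, Gzmb and Gzmg, like the other granzyme genes named below, belong to a family of similar genes. Only uniquely mapped reads were counted, so reads that fit several members would be left out. The separate levels of these genes are therefore uncertain.

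**Figure D1:**
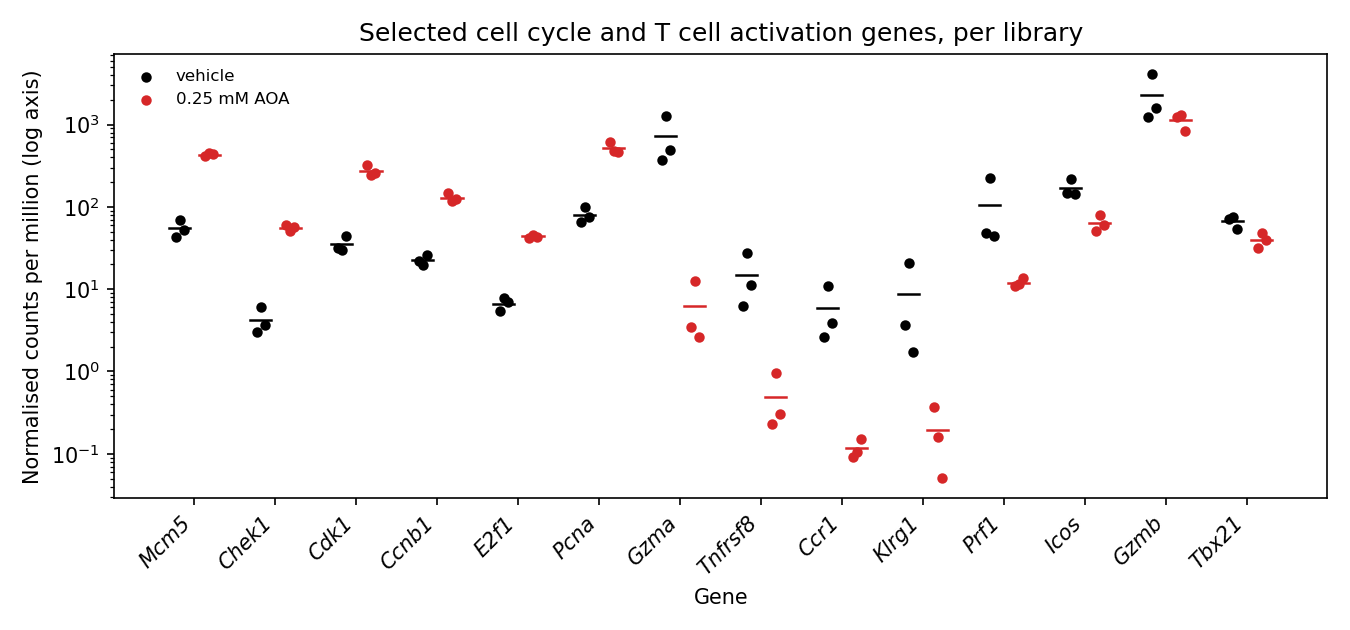
Normalised CPM (log axis) of 14 selected genes in each of the 3 vehicle libraries (black points) and the 3 AOA libraries (red points), with a bar at the mean of each group. The AOA points lie above the vehicle points for Mcm5, Chek1, Cdk1, Ccnb1, E2f1 and Pcna and below them for the other genes except Gzmb, whose groups overlap; Gzmg, with libraries at 0, is not drawn.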

AOA treatment resulted in a distinct gene expression profile (**Figure 3A** and **Supplementary Figure 2A**), with significantly reduced expression of genes associated with T cell activation and effector function, and significantly increased expression of genes associated with cell cycle checkpoints (**Figures 3B, C**). 

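Of the genes raised by AOA, 1317 had a Reactome annotation, among 4045 annotated genes tested, and these were entered in a hypergeometric test (one-sided) over 773 Reactome pathways. After adjustment 216 pathways were enriched, of which 149 shared at least 50% of their tested members with the Reactome pathway Cell Cycle, a property of 167 of the pathways tested. The pathway with the smallest p was Cell Cycle itself, with 288 of its 444 tested genes raised where 144.6 were expected (adjusted p = 6.58e-47). It was followed by Cell Cycle, Mitotic (256 of 381 genes), M Phase (151 of 216) and Separation of Sister Chromatids (113 of 147). Cell Cycle Checkpoints ranked seventh, with 93 of 120 genes raised, ahead of DNA Replication (79 of 97) and S Phase (89 of 115). All 10 leading pathways were cell cycle pathways by this definition, and their number stayed at 10 under each alternative, including requiring a log2 fold change of at least 1 and leaving out each library. These pathways overlap in their genes and are not independent of each other. For the genes lowered by AOA, 24 pathways were enriched and 0 of the leading 10 were cell cycle pathways. The leading pathway there was GPCR downstream signaling, with 88 of 164 genes lowered (adjusted p = 7.86e-15).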

We confirmed these findings using pathway analysis assessing the top 10 most enriched Reactome pathways in AOA-treated cells, which all related to cell cycle processes (**Supplementary Figure 2B**). Furthermore, using gene set enrichment analysis (GSEA) we found selective enrichment of genes associated with the G2/M cell cycle checkpoint in AOA-treated cells and enrichment of T cell activation and proliferation in vehicle-treated T cells (**Supplementary Figure 2D, E**). 

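The gene set collections named in the methods were not used here, and other sets fixed beforehand were tested with fgsea on all tested genes ranked by the signed root of the edgeR statistic. A positive normalised enrichment score (NES) means higher expression with AOA, and adjustment was across 21 sets. The 54 G2/M genes distributed with Seurat had an NES of 3.33 (adjusted p = 1.72e-30), with 50 genes higher, 0 lower and a median log2 fold change of 2.14. The 43 S phase genes of the same source had an NES of 3.20 (adjusted p = 6.70e-27), with 43 of 43 higher and a median of 2.48. Adjusted over the list alone, the calls were also 50 and 43. The rise of the G2/M genes minus that of the S phase genes was -0.28 ± 0.37 log2 units (SD, n = 3 mice), and the G2/M genes rose more in 1 mouse of 3. Nuf2 and Birc5 led the G2/M genes with log2 fold changes of 3.09 and 3.03, and Cdc6 led the S phase genes with 3.88. Of 120 genes of Reactome Cell Cycle Checkpoints, 93 were higher and 3 lower (NES 3.16), and 44 of 51 genes of Reactome G2/M Checkpoints were higher (NES 3.07). Of 51 genes of Reactome TCR signaling, 17 were lower and 4 higher with AOA (NES -1.63, adjusted p = 0.0141). Its largest falls were those of Cd4, H2-Ab1 and Malt1, with log2 fold changes of -3.08, -2.69 and -2.08. Cd4 and H2-Ab1 are also expressed by CD4 T cells and antigen-presenting cells, and in bulk cultures their fall cannot be told apart from a change in the mixture of cells. This set was no longer called with the mouse as a replicate block (NES -1.47, adjusted p = 0.0589). Without vehicle replicate 3 its NES was -1.49 (adjusted p = 0.0510). Of 44 genes of Reactome Costimulation by the CD28 family, 16 were lower and 7 higher (NES -1.73, adjusted p = 0.00813). Its largest falls were those of Pdcd1lg2, Cd4 and Pdcd1, with log2 fold changes of -3.16, -3.08 and -2.76. Pdcd1 encodes an inhibitory receptor and Cd4 has the limit given above, so the fall of this set cannot be read as lost costimulation alone. Without AOA replicate 1 the call of the CD28 set was lost (NES -1.47, adjusted p = 0.0567). The alternative that moved the G2/M result most was camera with a correlation estimated for each set, which gave an adjusted p of 0.0754, while over all its alternatives the adjusted p lay between 2.92e-40 and 0.0754. Under fry, the G2/M, S phase, TCR and CD28 sets were all called, with adjusted p of 3.19e-04, 8.76e-05, 0.0167 and 0.00126, but with the mouse as a block fry lost the TCR set (0.0769). Camera did not call the TCR set with its preset (0.0513) or an estimated correlation (0.498), nor the CD28 set with an estimated correlation (0.232). From these transcripts, with the flow cytometry and metabolic measurements of Fig. 3, the paper concludes that AOA restricts the differentiation programs of T cells.

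**Figure D2:**
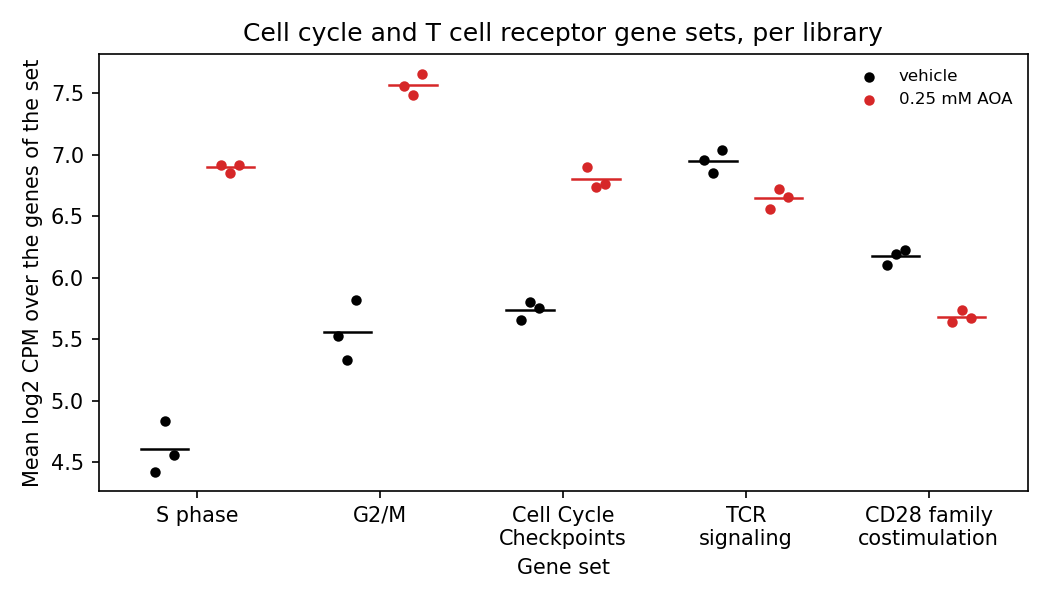
Mean log2 CPM over the genes of 5 sets in each of the 3 vehicle libraries (black points) and the 3 AOA libraries (red points), with a bar at the mean of each group. AOA libraries lie above vehicle libraries for the S phase, G2/M and Cell Cycle Checkpoints sets and below them for TCR signaling and CD28 family costimulation.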

Next, to correlate these gene expression changes to changes in protein levels, we profiled key cell fate markers using flow cytometry. Treatment of CD8+ T cells with AOA resulted in a dose-dependent reduction of the activation markers CD25, ICOS and GzmB (**Figures 3D**–**F**), while intermediate doses of AOA boosted levels of the effector cytokines, Interferon gamma (IFNγ) and Tumor necrosis factor alpha (TNF-⍺) (**Figures 3G, H, K**). AOA treatment also resulted in a dose-dependent suppression of cell differentiation assessed by CD44/CD62L expression (**Figures 3I, J, L**). AOA treatment increased the central memory (CD44+CD62L+) population (**Figure 3I**) and reduced the effector memory (CD44+CD62L-) population (**Figure 3J**). To assess the metabolic consequences of chronic PLP inhibition we treated CD8+ T cells with vehicle or AOA for 7 days and performed metabolic profiling using Seahorse. Chronic AOA treatment suppressed basal, but not maximal, extracellular acidification (**Figure 3M**) while boosting basal and maximal mitochondrial oxidative activity (**Figure 3N**). Overall, this indicated that PLP inhibition with AOA restricts T cell differentiation programs and results in metabolic reprogramming following chronic treatment.

**Figure 3:**
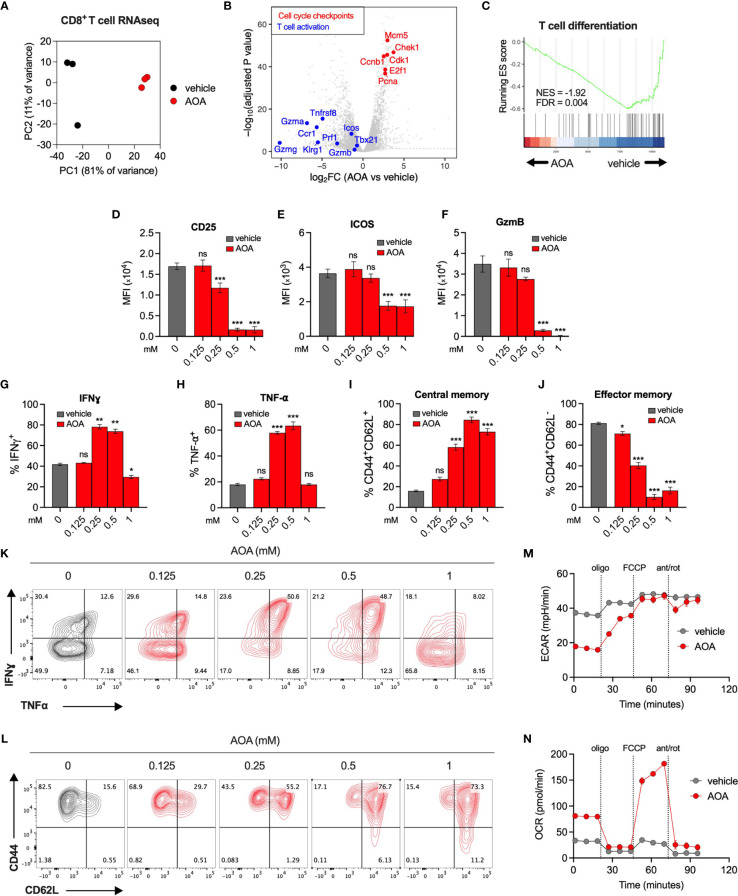
Inhibition of PLP-dependent enzymes limits T cell activation and differentiation. **(A)** PCA of RNAseq expression data from CD8+ T cells treated with vehicle or AOA. **(B)** Volcano plots of selected genes that significantly increased (red, adj *p* < 0.05) or significantly decreased (blue, adj *p*<0.05) following AOA treatment. **(C)** Gene set enrichment analysis (GSEA) plots showing enrichment of T cell differentiation genes in vehicle- versus AOA-treated samples **(D–H, K)** Phenotypic characterization of activation markers **(D–F)** and effector cytokines **(G, H, K)** in CD8+ T cells following 3 days of AOA treatment using flow cytometry (n = 4-8 mice). **(I, J, L)** CD44 and CD62L surface expression on CD8+ T cells following 7 days of AOA treatment (n = 8 mice). **(M, N)**. Seahorse metabolic profiling showing extracellular acidification rate **(M)** and oxygen consumption rate **(N)** of CD8+ T cells after activation and treatment with vehicle or 0.25mM AOA for 7 days (n = 8 mice). Data are representative of at least two independent experiments. Error bars denote sem One way ANOVA with Dunnett's multiple comparisons test **(D–J, M, N)** *p < 0.05, ***p < 0.001; ns, non significant; MFI, mean fluorescence intensity.

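Differentiation was followed in the same libraries with lists of cytotoxic effector genes and of naive and memory T cell genes, both written before the data were examined, because the set drawn in Fig. 3C was not used here. Of 29 cytotoxic effector genes tested, 20 were lower and 3 higher with AOA (NES -2.01, adjusted p = 6.95e-04), with a median log2 fold change of -1.81. Adjusted over the list alone, 23 were lower and 3 higher. The list overlaps the genes labelled in Fig. 3B, which the authors chose from these libraries, so it is not independent evidence for them. Gzmf, Gzmd and Gzma had the largest falls, although the calls of Gzmf and Gzmd were lost without AOA replicate 2 or AOA replicate 3. The call of Gzmd was also lost without AOA replicate 1, without vehicle replicate 3 and under limma. With the mouse as a replicate block, edgeR called both Gzmf and Gzmd (adjusted p = 1.10e-06 and 3.62e-07). Gzmm (log2 fold change 1.74, adjusted p = 0.00154) and Tnf rose. In vehicle replicate 2, Gzmd and Gzmf reached 181 and 65.6 CPM, against 2.54 and 1.35 CPM in vehicle replicate 1 and 7.71 and 4.23 CPM in vehicle replicate 3. Without that library the NES of the list was -2.08. With each library left out it lay between -2.31 and -1.98. Camera with an estimated correlation did not call the list (adjusted p = 0.498), and over all its alternatives the adjusted p ranged from 2.25e-08 to 0.498. Of 19 naive and memory genes, 10 were lower and 2 higher (NES -1.53, adjusted p = 0.0680), so the list as a whole was not called. It was called without vehicle replicate 2 (NES -1.77, adjusted p = 0.0116), without vehicle replicate 3 (NES -1.59, adjusted p = 0.0497) and under fry (adjusted p = 0.0276), although fry with the mouse as a block did not call it (adjusted p = 0.114), and its alternatives ranged from 0.0116 to 0.498. Bcl6 and Il7r fell most, with Il7r at 523 ± 86.3 CPM (SD, n = 3) with vehicle and 23.7 ± 5.92 CPM (SD, n = 3) with AOA, a log2 fold change of -4.46 (standard error 0.23, adjusted p = 1.12e-05 by edgeR). Id3 and Bcl2 rose, by log2 fold changes of 1.91 and 0.93.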

### PLP Inhibition Limits *In Vivo* Anti-Tumor T Cell Responses

To assess whether AOA-induced inhibition of PLP-dependent enzymes could be leveraged *in vivo* as systemic chemotherapy by inhibiting tumor cell proliferation, we measured the growth of tumors in mice treated with AOA. C57BL/6 mice were injected subcutaneously with B16 F10 melanoma cells expressing ovalbumin (B16 F10 OVA) and tumor growth was monitored over time. After 10 days, a daily intraperitoneal injection of AOA alone was delivered for 5 consecutive days, and monitoring of tumor growth was continued thereafter (**Supplementary Figure 3A**). No significant difference in tumor growth was noted in vehicle- and AOA-treated mice over time (**Supplementary Figures 3B, C**). Next, to more specifically delineate the role of T cell PLP-dependent enzymes in anti-tumor responses, we used an adoptive transfer immunotherapy model. We treated CD45.1^+^ OT-I T cells for 7 days *in vitro* with vehicle or AOA then transferred these cells into mice that had previously received a subcutaneous injection of B16 F10 OVA cells followed by lymphodepletion with cyclophosphamide (**Figure 4A**). We measured the expansion of CD45.1^+^ OT-I T cells in the blood 7 days after T cell transfer and found that AOA-treated T cells expanded significantly less *in vivo* compared to vehicle-treated T cells (**Figure 4B**). Subsequent control of tumor growth was significantly improved in mice that received vehicle-treated OT-1 T cells where 12/14 (86%) mice achieved complete recovery, whereas only 4/8 (50%) mice receiving AOA-treated OT-1 T cells achieved complete recovery (**Figure 4C**). Survival of mice receiving vehicle-treated OT-1 T cells was significantly improved compared to mice receiving PBS alone (no T cells), whereas mice receiving AOA-treated T cells had no significant survival advantage over mice receiving PBS alone (**Figure 4D**). These results indicate that inhibition of PLP-dependent enzymes with AOA restricts *in vivo* T cell proliferation and anti-tumor function.

**Figure 4:**
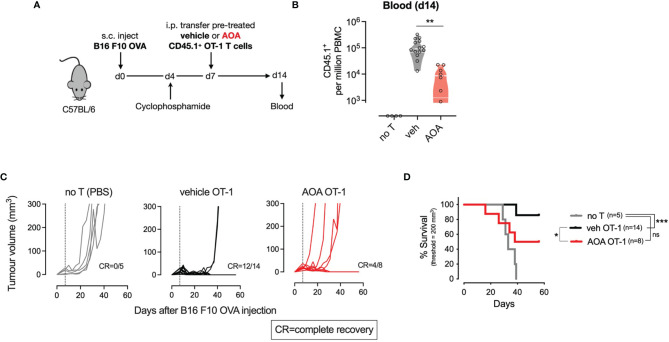
PLP-dependent enzymes are essential for *in vivo* T cell proliferation and anti-tumour responses. **(A)** Schematic outlining *in vivo* adoptive transfer experiment - C57B1/6 mice bearing B16 F10 OVA tumours were lymphodepleted and injected on day 7 with PBS (no T) or CD45.1 OT-1 T cells pre-treated with vehicle or AOA. **(B)** *In vivo* expansion of transferred CD45.I+ OT-1 cells measured from tail vein blood sample on day 14 (7 days post-transfer). **(C)** Tumor growth curves in mice receiving intraperitioneal injection of PBS (no T), vehicle or AOA-treated CD45.1- OT-1 cells at day 7 following B16 F1O OVA injection (dotted line). **(D)** Kaplan-Meier plot showing survival time to tumor volume 200 cubic millimeters. Shaded areas indicate s.e.m. One-way ANOVA with Dunnett's multiple comparisons test **(B)**. Logrank test **(C)**. *p < 0.05, **p < 0.01, ***p < 0.001; ns, non significant; i.p./I.P, intraperitoneal; PBS, phosphate-buffered saline; s.c., subcutaneous.

### Hypoxia and HIF1 Transcriptional Activity Modulate PLP Metabolism

As tumors grow, their consumption of oxygen can outstrip its local supply, resulting in limited oxygen availability for infiltrating immune cells. Low oxygen levels (hypoxia) restrict anti-tumor T cell proliferation, in part through inhibition of oxygen-dependent HIF hydroxylases resulting in upregulation of HIF1-driven metabolic gene expression (16) (**Figure 5A**). To assess the effects of hypoxia on T cell proliferation, mouse CD8+ T cells were treated with AOA and cultured in 21% and 1% oxygen. T cells cultured in 1% oxygen (hypoxia) grew significantly less compared to T cells culture in 21% (normoxia). However, in contrast to cells grown in 21% oxygen, addition of AOA to cells cultured at 1% oxygen resulted in no additional growth disadvantage (**Figures 5B, C**), suggesting a potentially common mechanism underlying growth suppression mediated by hypoxia and PLP inhibition. To determine whether HIF1-driven metabolic gene expression may be a common factor linking growth suppression caused by hypoxia and PLP inhibition, we generated a T cell HIF metabolism gene signature from publicly available datasets. Using microarray and RNAseq datasets we selected HIF1-driven genes, defined as genes that were both significantly increased in prolyl hydroxylase 1-3 (PHD) knockout T cells (PHD KO, GSE85131) in which HIF1 is constitutively active and significantly decreased in HIF1 knockout T cells (HIF1 KO, GSE29765) (FDR<0.05 for both, **Supplementary Data 2**). We overlapped this gene and protein expression signature with a list of KEGG metabolic enzymes (and solute carrier transporter (by manual curation, **Supplementary Data 1**), to generate a HIF1 T cell metabolism signature containing 22 genes (**Figure 5D** and **Supplementary Data 3**). In agreement with previous reports of HIF1 metabolic targets, the signature included genes encoding glucose transporters, such as *Slc2a3*; glycolysis genes, such as *Hk2* and *Ldha*, and a gene encoding the lactate transporter, *Slc16a3* (**Figure 5E**). In addition, the gene encoding pyridoxal phosphate phosphatase (*Pdxp*), was found to be both significantly increased in PHD-deficient cells and significantly decreased in HIF1-deficient T cells. PDXP regulates vitamin B6-dependent enzymes by removing a phosphate group from pyridoxal-5-phosphate (PLP), the active form of vitamin B6, and thus inactivates it (**Figure 5F**). To confirm which of the two major HIF isoforms, HIF1 or HIF2, is responsible for driving expression of *Pdxp*, we assessed the expression of the PLP regulator genes *Pdxp*, *Pdxk* and *Pnpo* in mouse CD8+ T cells that ectopically expressed varying levels of HIF1 or HIF2 (GSE166758) (7). Ectopic expression of HIF1, but not HIF2, significantly increased the expression of *Pdxp* in a dose-dependent manner, while *Pdxk* and *Pnpo* were not significantly affected by either HIF isoform (**Figure 5G** and **Supplementary Figure 4A**). Finally, we assessed the effect of directly modulating the endogenous PLP regulators, PDXP and PDXK, in normoxia and hypoxia. Ectopic overexpression of catalytically active *Pdxk* in CD8+ T cells augmented proliferation in 21% oxygen. Whereas, overexpression of catalytically inactive *Pdxk (mutPdxk)*, *Pdxp* or catalytically inactive *Pdxp (mutPdxp)* had no significant effect on T cell proliferation at 21% oxygen (**Supplementary Figure 4E**). In contrast, overexpression of *Pdxp*, but not *mutPdxp*, *Pdxk* or *mutPdxk*, significantly increased T cell proliferation in 1% oxygen (**Supplementary Figure 4F**). These results show that the effects of PLP inhibition on T cell proliferation are oxygen-dependent and that HIF1, but not HIF2, activity drives the expression of *Pdxp*, an endogenous PLP inhibitor.

**Figure 5:**
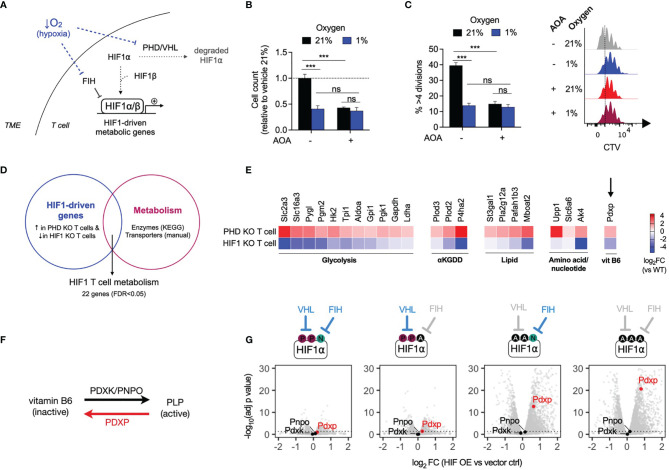
HIF1 drives expression of pyridoxal phosphate phosphatase (Pdxp) **(A)** Schematic of low oxygen levels (hypoxia) within the tumour microenvironment inhibiting the regulatory activity of oxygen-dependent HIF hydroxylases within T cells, leading to increased expression of HIF1-driven metabolic genes. **(B, C)** Relative cell count **(B)** and cell division **(C)** of CD8+ T cells after 3 days of treatment with AOA in 21% or 1% oxygen (n = 4 mice). **(D)** HIF1 T cell metabolism gene expression signature generated from overlap of publicly-available microarray datasets of PHD knockout (PHD KO, GSE85131) and HIF1 knockout (HIF1 KO. GSE29765) T cells with KEGG metabolic genes and manually curated metabolic gene lists. **(E)** Gene expression (log2 fold change versus wild-type) of 27 HIF1 metabolic signature genes that are significantly upregulated in PHD KO T cells and significantly downregulated in HIF1 KO T cells (FDR < 0.05). **(F)** Schematic of conversion between inactive vitamin B6 derivates and active pyridoxal 5-phosphate (PLP) form, by pyridoxal kinase (PDXK), pyridoxal oxidase (PNPO) and pyridoncal phosphate phosphatase (PDXP). **(G)** Volcano plots of *Pdxp*, *Pnpo* and *Pdxk* expression following topic expression of HIF1 in CDS-T cells-Four expression constructs with differing regulation were compared from left to nght, VHL and FIH regulated only VHL regulated, only FIH regulated and no VHL or FH regulation (gray indicates no regulation) Error bears denote s.e.m. Two-way ANOVA with Tukey’s multiple comparisons test **(B, C)** ***P < 0.001; ns, non significant.

### HIF1 Suppresses PLP-Dependent Enzymes Activity

To address whether HIF1-driven *Pdxp* expression alters the activity of PLP-dependent enzymes in T cells, we performed metabolomic profiling using cell-specific knockouts of HIF1 and von Hippel Lindau (VHL, a negative regulator of HIF abundance) to reciprocally modulate HIF1 levels in CD8+ T cells (**Figure 6A**). We measured the intracellular concentrations of 319 metabolites and noted that the majority of variation in metabolite levels between VHL wild-type (VHL WT) and VHL knockout (VHL KO) cells was reversed upon additional deletion of HIF1 (VHL/HIF1 KO), implicating HIF1 as the major driver of metabolic reprogramming in VHL KO CD8+ T cells (**Figures 6B, C**). PLP-dependent enzymes activity was assessed by selecting rate-limiting, irreversible PLP-catalysed reactions, for which an increase in PDXP would reduce PLP activity and thus the reaction rate, resulting in substrate accumulation. As predicted, the substrates of these reactions were significantly increased in VHL KO cells where HIF1 is elevated and significantly decreased to WT levels upon deletion of HIF1 in VHL/HIF1 KO cells (**Figures 6D, E**). These findings suggest that HIF1-driven PDXP results in inhibition of PLP-dependent enzymes.

**Figure 6:**
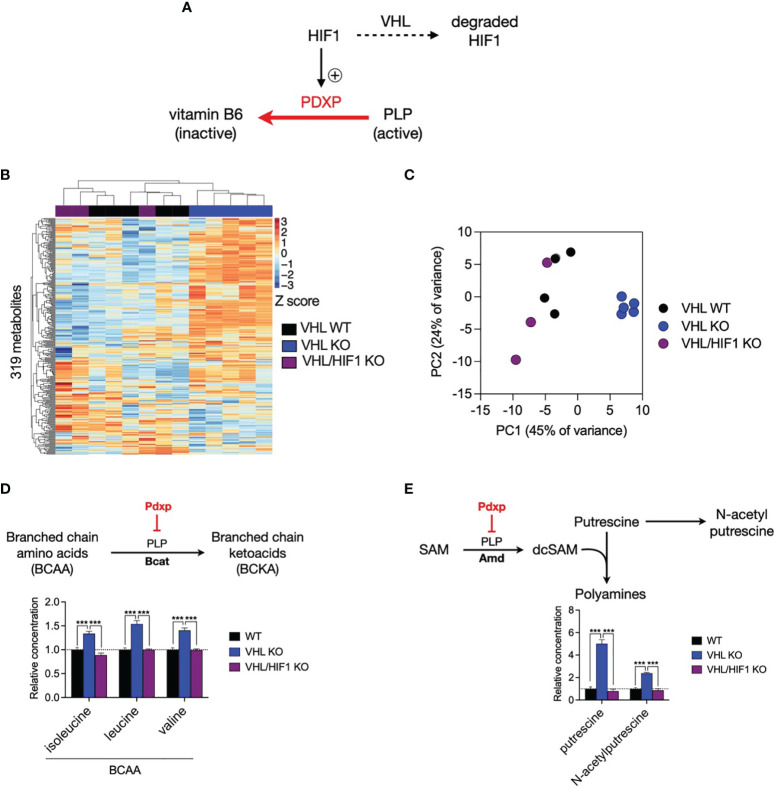
The VHL/HIF1 axis modulates the activity of PLP-dependent enzymes. **(A)** Schematic of VHL- and HIF1-dependent regulation of PDXP and PLP-dependent enzymes. **(B)** Heatmap of metabolite concentrations in double-floxed VHL (VHL WT, n = 5), VHL-/- (VHL KO, n-4) and VHL-/- HIF-/- (VHL/HIF1 KO, n = 3) CD8+ T cells. **(C)** Principal component analysis (PCA) of VHL WT, VHL KO and VHL/HIF1 KO CD8+ T cell samples. **(D)** Schematic of PLP-dependent branched chain amino acid (BCAA) metabolism and bar graph indicating relative concentration of BCAAs in VHL WT, VHL KO and VHL HIF1 KO CD8+ T cells. **(E)** Schematic of PLP-dependent polyamine biosynthesis and bar graph indicating relative concentration of putrescine and N-acetylputrescine in VHL WT, VHL KO and VHL/HIF1 KO CD8+ T cells. Error bars denote s.e.m. One-way ANOVA with Dunnett's multiple comparisons test **(D, E)**. ***p < 0.001; ns, non- significant; SAM, S-adenosylmethionine; desAM, decarboxylate S-adenosylmethionine; VHL, von Hippel-Lindau.

## Discussion

In this work we have shown that vitamin B6 (PLP-) dependent enzymes are significantly upregulated in activated T cells and influence T cell fate. Targeting of PLP enzymes, with the inhibitor AOA, restricts proliferation and differentiation of T cells both *in vitro* and *in vivo*, and results in impaired anti-tumor immune responses in mice. We also show that the vitamin B6 phosphatase, PDXP, downregulates PLP-dependent enzymes in an oxygen- and HIF1-dependent manner in T cells, providing a mechanistic link between hypoxia signaling and T cell adaptation within the tumor microenvironment.

PLP enzyme activity was assessed by treating cells with AOA, a well-characterized PLP inhibitor. AOA treatment profoundly limits T cell proliferation and differentiation, and these changes were ascribed to suppression of PLP-dependent transaminases, based on post-activation gene and protein expression profiles and metabolic characterization of CD8+ T cells. However, it is possible that inhibition of other non-transaminase PLP-dependent enzymes expressed in T cells may also contribute to this phenotype, as their activity would also be affected by AOA treatment. Insights on the specificity of AOA-induced PLP inhibition can be gleaned from previous work by Xu and colleagues using mouse CD4+ T cells (14). In their study, AOA was selected from a small molecule screen of inhibitors of effector CD4+ differentiation and subsequently confirmed to limit effector Th17 responses both *in vitro* and *in vivo*. Interestingly, they were able to replicate their AOA-induced phenotype by genetically-targeting a single PLP-dependent transaminase, GOT1, suggesting a central role for this enzyme in supporting proliferation and differentiation in T cells (14). GOT1 is highly expressed in both CD4+ and CD8+ T cells (10, 11) and forms part of the malate-aspartate shuttle, a crucial regulator of NAD/NADH, αKG and aspartate levels between the mitochondria and cytosol, which collectively influence T cell proliferation and fate (17).

When transferred *in vivo*, AOA-treated T cells proliferate less and offer poorer tumor growth control when compared to vehicle-treated T cells. A similar effect was noted by Xu and colleagues using a mouse model of experimental autoimmune encephalitis (EAE), in which AOA treatment suppressed effector CD4+ T cell differentiation leading to a reduction in inflammation-driven disability (14). The blunted effector response noted in the adoptive transfer tumor model may therefore be a carry-over effect from prior *in vitro* AOA treatment – although transferred T cells are no longer exposed to AOA *in vivo*, the inhibition of the PLP system may not be entirely reversed, resulting in continuing suppression of proliferation and differentiation. A previous study, using a mouse model of tumor immunotherapy, found that *in vivo* transfer of T cells that were previously treated with AOA *in vitro* were more effective at eliminating tumors when transferred *in vivo* (18). Importantly, however, the authors cultured cells in media that was supplemented with the ketoacid pyruvate, which may have eliminated the effects of AOA inhibition through direct interaction between the ketoacid and AOA, resulting in the formation of a stable ketoxime, as has been previously described (19–22). In addition, T cells were kept in RPMI media without AOA for 24 hours prior to transfer *in vivo*, which given the presence of supplementary vitamin B6 in RPMI media, may have also contributed to the reversal of previous AOA-induced inhibition. Notably, following injection of AOA directly into tumor-bearing mice we found no significant difference in tumor control when compared to vehicle-injected mice. This may be due to combined effect, with suppression of proliferation in both tumor cells and anti-tumor effector T cell populations, resulting in a minimal overall difference in tumor growth patterns. In addition, given that the *in vitro* effects of modulating PLP levels by overexpressing PLP regulators are oxygen-dependent, it is possible that PLP inhibition *in vivo* may have differing effect on T cell proliferation depending on whether the cells are exposed to higher oxygen tensions in circulation versus within hypoxic tumors.

In contrast to cells cultured in 21% oxygen, PLP inhibition does not significantly restrict proliferation of primary or transformed T cell populations cultured in 1% oxygen. In fact, overexpression of PDXP, the endogenous negative regulator of PLP, within T cells boosts their proliferation in 1% oxygen. In keeping with this observation, a previous CRISPR screen in Jurkat cells assessing metabolic genes required to sustain proliferation following partial electron transport chain (ETC) inhibition (13), identified the PLP-dependent transaminase GOT1, and the PLP-boosting enzyme PDXK, as top hits (13). However, a later study utilizing a CRISPR library targeting all genes in combination with complete ETC inhibition, no longer demonstrated a benefit of boosting PLP activity, and instead found loss of VHL and increased HIF levels as the most significant alteration supporting proliferation (23). Our results, paired with these findings, suggest a model in which proliferation is supported by ETC activity insofar as demands for reducing equivalents (e.g. NAD^+^ for glycolysis) and anaplerotic substrates (e.g. aspartate for nucleotide synthesis) can be met by boosting oxygen- and PLP-dependent processes, such as the malate-aspartate shuttle and one-carbon metabolism. When proliferative demands exceed ETC capacity, as in the case of hypoxia, HIF-driven suppression of PLP-dependent enzymes by increasing PDXP, alongside upregulation of glycolytic enzymes to support cytosolic NAD+ regeneration and ATP production, may serve as an adaptive mechanism to support continued T cell survival and proliferation under low oxygen tensions.

This is the first report, to our knowledge, identifying PDXP as a HIF1-driven gene in T cells, although previous studies have provided suggestive evidence in other cell types. *Pdxp* gene expression is increased in murine hepatic stellate cells cultured in hypoxia (24), in VHL-deficient murine endothelial fibroblasts (25) and in neuroendocrine tumors lacking *Siah2*, a ubiquitin ligase that modulates HIF stability (26). Furthermore, a chromatin immunoprecipitation (ChIP) assay in U98 glioma cells demonstrated HIF1-binding at the *Pdxp* gene promoter (27), though a further HIF1 ChIP study profiling other cancer cell types failed to detect binding, suggesting that HIF activity at this locus may be cell-type specific (28). In addition, HIF1-driven suppression of PLP enzymes *via* PDXP upregulation likely depends on the timing and duration of HIF1 activity. HIF-1 is stabilized *transiently* in T cells within the first 24 hours following activation (6). Over this time period there is minimal change in expression of the negative regulator PDXP. Instead, *prolonged* HIF1 stabilization, as would occur following HIF1 overexpression or during exposure to chronic hypoxia within the tumor microenvironment, may be required for robust upregulation of PDXP in T cells. This is further supported by our metabolomics analysis of VHL KO CD8+ T cells that have prolonged HIF activity and thus also expected to have robust Pdxp activity. In keeping with this, we see evidence of PLP inhibition in VHL KO T cells, with substrate accumulation occurring in irreversible, PLP-dependent metabolic reactions that is entirely reversed upon additional loss of HIF1.

In contrast to AOA treatment, indirect modulation of PLP levels by overexpression of the negative regulator of PLP levels, *Pdxp*, did not significantly alter T cell proliferation in 21% oxygen. Whereas overexpression of the positive regulator of PLP levels, *Pdxk*, significantly increased proliferation in 21% oxygen. This discrepancy may be a consequence of the timing of vector overexpression – to maximize transduction efficiency, T cells were transduced 24 hours post-activation - rather than a lack of functional activity. As initially demonstrated, the expression of PLP-dependent enzymes and the positive regulator, PDXK, but not the negative regulator PDXP, occurs early following activation and this expression profile may be both necessary and sufficient to support later proliferation. In line with this, previous studies using whole body knockout of *Pdxp* in mice, have achieved a 3-fold elevation of PLP levels in a variety of tissues, including brain, skeletal muscle and red blood cells (29). To extend our investigation of the role of vitamin B6 kinase/phosphatase regulators in immune cell activity, we intend to generate T cell-specific double-floxed PDXP and PDXK dLck Cre knockout mouse models. T cells from these mice will have fixed defects in vitamin B6 metabolism regulators, allowing characterization of the role of these regulators in determining PLP-dependent enzyme activity during early T cell activation. These mice will be further crossed with HIF1 double-floxed mice to study PLP activity in the context of varying oxygen and HIF1 levels. These models will assist in further exploration of possible interactions between PLP and HIF metabolism, such as the effect of PLP-dependent transaminase activity on aKG levels and subsequent downstream modulation of HIF activity *via* aKG-dependent HIF hydroxylases.

Limiting PLP levels through dietary deficiency of vitamin B6, leads to impairment of T cell responses in mice and humans (30–32), whereas vitamin B6 supplementation is effective in boosting cell mediated immune responses (33), particularly in elderly patients (32, 34). Although there are few clinical trials available to assess causality of vitamin B6 levels and cancer outcomes, epidemiological studies have detected an inverse relationship between plasma PLP levels and risk of colorectal and lung cancer (35–37). Future work will evaluate the therapeutic effect of dietary vitamin B6 depletion and supplementation in tumor-bearing mice. This will provide further insight into the role of PLP enzymes as modulators of cell proliferation and differentiation, and the potential of PLP modulation as a T cell immunotherapy strategy.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics Statement

The animal study was reviewed and approved by Regional Animal Ethics Committee of Northern Stockholm, Sweden.

## Author Contributions

DB wrote and edited the manuscript, designed and carried out experiments, interpreted experiments and organized results. HR, PV, PC, IF, and LB wrote the manuscript and carried out experiments. RJ supervised and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

Funding has been provided by the Wellcome Trust (211143/Z/18/Z), Swedish Cancer Society (Cancerfonden), the Swedish Childhood Cancer Fund (Barncancerfonden), and the Swedish Research Council (Vetenskapsrådet).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Vitamin B6 Metabolism Determines T Cell Anti-Tumor Responses
**Source:** Front Immunol. 2022 Feb 17;13:837669. doi: 10.3389/fimmu.2022.837669
**Supplement:** Supplementary Data Sheet 1 — Solute carrier (Slc) transporter genes (manual curation).

**Supplementary Data 1 Solute carrier (Slc) transporter genes (manual curation)**

|           |              |          |          |             |
|-----------|--------------|----------|----------|-------------|
| Slc10a1   | Slc16a5      | Slc22a2  | Slc25a22 | Slc26a6     |
| Slc10a2   | Slc16a6      | Slc22a20 | Slc25a23 | Slc26a7     |
| Slc10a3   | Slc16a7      | Slc22a21 | Slc25a24 | Slc26a8     |
| Slc10a4   | Slc16a8      | Slc22a22 | Slc25a25 | Slc26a9     |
| Slc10a5   | Slc16a9      | Slc22a23 | Slc25a26 | Slc27a1     |
| Slc10a6   | Slc17a1      | Slc22a26 | Slc25a27 | Slc27a2     |
| Slc10a7   | Slc17a2      | Slc22a27 | Slc25a28 | Slc27a3     |
| Slc11a1   | Slc17a3      | Slc22a28 | Slc25a29 | Slc27a4     |
| Slc11a2   | Slc17a4      | Slc22a29 | Slc25a3  | Slc27a5     |
| Slc12a1   | Slc17a5      | Slc22a3  | Slc25a30 | Slc27a6     |
| Slc12a2   | Slc17a6      | Slc22a30 | Slc25a31 | Slc28a1     |
| Slc12a3   | Slc17a7      | Slc22a4  | Slc25a32 | Slc28a2     |
| Slc12a4   | Slc17a8      | Slc22a5  | Slc25a33 | Slc28a3     |
| Slc12a5   | Slc17a9      | Slc22a6  | Slc25a34 | Slc29a1     |
| Slc12a6   | Slc18a1      | Slc22a7  | Slc25a35 | Slc29a2     |
| Slc12a7   | Slc18a2      | Slc22a8  | Slc25a36 | Slc29a3     |
| Slc12a8   | Slc18a3      | Slc23a1  | Slc25a37 | Slc29a4     |
| Slc12a9   | Slc18b1      | Slc23a2  | Slc25a38 | Slc2a1      |
| Slc13a1   | Slc19a1      | Slc23a3  | Slc25a39 | Slc2a10     |
| Slc13a2   | Slc19a2      | Slc23a4  | Slc25a4  | Slc2a12     |
| Slc13a2os | Slc19a3      | Slc24a1  | Slc25a40 | Slc2a13     |
| Slc13a3   | Slc1a1       | Slc24a2  | Slc25a41 | Slc2a2      |
| Slc13a4   | Slc1a2       | Slc24a3  | Slc25a42 | Slc2a3      |
| Slc13a5   | Slc1a3       | Slc24a4  | Slc25a43 | Slc2a4      |
| Slc14a1   | Slc1a4       | Slc24a5  | Slc25a44 | Slc2a4rg-ps |
| Slc14a2   | Slc1a5       | Slc24a6  | Slc25a45 | Slc2a5      |
| Slc15a1   | Slc1a6       | Slc25a1  | Slc25a46 | Slc2a6      |
| Slc15a2   | Slc1a7       | Slc25a10 | Slc25a47 | Slc2a7      |
| Slc15a3   | Slc20a1      | Slc25a11 | Slc25a48 | Slc2a8      |
| Slc15a4   | Slc20a2      | Slc25a12 | Slc25a5  | Slc2a9      |
| Slc15a5   | Slc22a1      | Slc25a13 | Slc25a51 | Slc30a1     |
| Slc16a1   | Slc22a12     | Slc25a14 | Slc25a53 | Slc30a10    |
| Slc16a10  | Slc22a13     | Slc25a15 | Slc25a54 | Slc30a2     |
| Slc16a11  | Slc22a13b-ps | Slc25a16 | Slc26a1  | Slc30a3     |
| Slc16a12  | Slc22a14     | Slc25a17 | Slc26a10 | Slc30a4     |
| Slc16a13  | Slc22a15     | Slc25a18 | Slc26a11 | Slc30a5     |
| Slc16a14  | Slc22a16     | Slc25a19 | Slc26a2  | Slc30a6     |
| Slc16a2   | Slc22a17     | Slc25a2  | Slc26a3  | Slc30a7     |
| Slc16a3   | Slc22a18     | Slc25a20 | Slc26a4  | Slc30a8     |
| Slc16a4   | Slc22a19     | Slc25a21 | Slc26a5  | Slc30a9     |

|           |            |          |           |          |
|-----------|------------|----------|-----------|----------|
| Slc31a1   | Slc37a2    | Slc44a3  | Slc5a7    | Slc7a9   |
| Slc31a2   | Slc37a3    | Slc44a4  | Slc5a8    | Slc8a1   |
| Slc32a1   | Slc37a4    | Slc44a5  | Slc5a9    | Slc8a2   |
| Slc33a1   | Slc38a1    | Slc45a1  | Slc6a1    | Slc8a3   |
| Slc34a1   | Slc38a10   | Slc45a2  | Slc6a11   | Slc8b1   |
| Slc34a2   | Slc38a11   | Slc45a3  | Slc6a12   | Slc9a1   |
| Slc34a3   | Slc38a2    | Slc45a4  | Slc6a13   | Slc9a2   |
| Slc35a1   | Slc38a3    | Slc46a1  | Slc6a14   | Slc9a3   |
| Slc35a2   | Slc38a4    | Slc46a2  | Slc6a15   | Slc9a3r1 |
| Slc35a3   | Slc38a5    | Slc46a3  | Slc6a16   | Slc9a3r2 |
| Slc35a4   | Slc38a6    | Slc47a1  | Slc6a17   | Slc9a4   |
| Slc35a5   | Slc38a7    | Slc47a2  | Slc6a18   | Slc9a5   |
| Slc35b1   | Slc38a8    | Slc48a1  | Slc6a19   | Slc9a6   |
| Slc35b2   | Slc38a9    | Slc49a4  | Slc6a19os | Slc9a7   |
| Slc35b3   | Slc39a1    | Slc4a1   | Slc6a2    | Slc9a8   |
| Slc35b4   | Slc39a1-ps | Slc4a10  | Slc6a20a  | Slc9a9   |
| Slc35c1   | Slc39a10   | Slc4a11  | Slc6a20b  | Slc9b1   |
| Slc35c2   | Slc39a11   | Slc4a1ap | Slc6a21   | Slc9b2   |
| Slc35d1   | Slc39a12   | Slc4a2   | Slc6a3    | Slc9c1   |
| Slc35d2   | Slc39a13   | Slc4a3   | Slc6a4    | Slco1a1  |
| Slc35d3   | Slc39a14   | Slc4a4   | Slc6a5    | Slco1a4  |
| Slc35e1   | Slc39a2    | Slc4a5   | Slc6a6    | Slco1a5  |
| Slc35e2   | Slc39a3    | Slc4a7   | Slc6a7    | Slco1a6  |
| Slc35e3   | Slc39a4    | Slc4a8   | Slc6a8    | Slco1b2  |
| Slc35e4   | Slc39a5    | Slc4a9   | Slc6a9    | Slco1c1  |
| Slc35f1   | Slc39a6    | Slc50a1  | Slc7a1    | Slco2a1  |
| Slc35f2   | Slc39a7    | Slc51a   | Slc7a10   | Slco2b1  |
| Slc35f3   | Slc39a8    | Slc51b   | Slc7a11   | Slco3a1  |
| Slc35f4   | Slc39a9    | Slc52a2  | Slc7a12   | Slco4a1  |
| Slc35f5   | Slc3a1     | Slc52a3  | Slc7a13   | Slco4c1  |
| Slc35f6   | Slc3a2     | Slc5a1   | Slc7a14   | Slco5a1  |
| Slc35g1   | Slc40a1    | Slc5a10  | Slc7a15   | Slco6b1  |
| Slc35g2   | Slc41a1    | Slc5a11  | Slc7a2    | Slco6c1  |
| Slc35g3   | Slc41a2    | Slc5a12  | Slc7a3    | Slco6d1  |
| Slc36a1   | Slc41a3    | Slc5a2   | Slc7a4    |          |
| Slc36a1os | Slc43a1    | Slc5a3   | Slc7a5    |          |
| Slc36a2   | Slc43a2    | Slc5a4a  | Slc7a6    |          |
| Slc36a3   | Slc43a3    | Slc5a4b  | Slc7a6os  |          |
| Slc36a4   | Slc44a1    | Slc5a5   | Slc7a7    |          |
| Slc37a1   | Slc44a2    | Slc5a6   | Slc7a8    |          |

**Supplementary Data 2 HIF1-driven genes in T cells – genes sig ↑ in PHD KO vs PHD WT T cells AND sig ↓ in HIF1 KO vs HIF WT T cells (adjusted  $p < 0.05$ )**

| Gene     | WT vs PHD KO (GSE85131) |              | WT vs HIF 1 KO (GSE29765) |              |
|----------|-------------------------|--------------|---------------------------|--------------|
|          | log2 FC                 | adjusted $p$ | log2 FC                   | adjusted $p$ |
| Adm      | -2.546121               | 0.007924888  | 3.12194                   | 0.0102       |
| Ak4      | -1.889304               | 0.03409644   | 5.425637                  | 1.45E-08     |
| Aldoa    | -1.120577               | 0.001869517  | 1.726133                  | 1.03E-05     |
| Ankrd37  | -1.569994               | 0.03531962   | 5.4514                    | 2.44E-07     |
| Anxa2    | -2.282505               | 0.002006899  | 1.92107                   | 1.22E-05     |
| Anxa4    | -2.676462               | 0.000389229  | 0.7439367                 | 0.00254      |
| Arhgdig  | -2.939961               | 0.01362047   | 0.9907433                 | 0.000249     |
| Arl6ip5  | -0.5176526              | 0.04086054   | 0.3694333                 | 0.0197       |
| Atg9b    | -1.305052               | 0.03531962   | 0.9797667                 | 0.000519     |
| Basp1    | -2.522154               | 0.04120269   | 0.9180667                 | 0.0025       |
| Bend5    | -2.498746               | 0.01618295   | 3.501797                  | 1.21E-06     |
| Bhlhe40  | -2.411854               | 0.03742782   | 1.365967                  | 2.99E-05     |
| Bnip3    | -3.053233               | 0.000634716  | 5.448083                  | 2.44E-07     |
| Bnip3l   | -1.628323               | 0.01016226   | 1.60777                   | 3.24E-05     |
| Bsg      | -1.679345               | 0.001869517  | 1.578307                  | 9.69E-06     |
| Casp6    | -2.026736               | 0.008188236  | 0.5074533                 | 0.00545      |
| Ccdc115  | -0.986874               | 0.02334512   | 0.84104                   | 0.0025       |
| Cd82     | -0.9546427              | 0.02270512   | 0.3532333                 | 0.0206       |
| Cdkn1a   | -2.602944               | 0.008798899  | 1.527493                  | 0.00168      |
| Cflar    | -1.028831               | 0.03903261   | 0.6648467                 | 0.0142       |
| Clcn3    | -1.371524               | 0.01656015   | 1.796747                  | 1.42E-05     |
| Clybl    | -1.641156               | 0.01435681   | 2.821843                  | 1.55E-06     |
| Cnot7    | -0.5462343              | 0.03253053   | 0.4298833                 | 0.0337       |
| Cysltr2  | -3.098109               | 0.003217063  | 0.5772233                 | 0.0304       |
| Dnajc21  | -0.8489705              | 0.01895011   | 0.4185967                 | 0.0117       |
| Egln1    | -1.321645               | 0.01321657   | 2.560813                  | 2.49E-06     |
| Egln3    | -2.864769               | 0.004336541  | 2.348133                  | 0.000108     |
| Eif4ebp1 | -1.474452               | 0.02403916   | 0.58393                   | 0.0252       |
| Ero1l    | -2.322111               | 0.00221171   | 2.095583                  | 7.55E-05     |
| Espn     | -1.122276               | 0.01652142   | 1.378443                  | 0.0137       |
| Exoc2    | -1.114776               | 0.03903261   | 0.4438                    | 0.0462       |
| Fam162a  | -1.76144                | 0.01866003   | 1.626167                  | 4.81E-06     |
| Fam57a   | -2.34598                | 0.04001082   | 0.8791733                 | 0.00179      |
| Fscn1    | -1.418827               | 0.01070897   | 1.9271                    | 0.00221      |
| Gapdh    | -1.267996               | 0.006960698  | 0.6893                    | 0.000838     |
| Gata3    | -2.158387               | 0.002293318  | 0.6264567                 | 0.0177       |
| Gpil     | -0.9910033              | 0.02270512   | 1.62034                   | 6.17E-06     |

|                 |            |             |           |          |
|-----------------|------------|-------------|-----------|----------|
| <b>Gtf2e2</b>   | -1.06866   | 0.0288444   | 0.7408933 | 0.00515  |
| <b>Hes6</b>     | -0.6589254 | 0.03992262  | 1.002093  | 0.000859 |
| <b>Hfe</b>      | -1.77452   | 0.01941582  | 1.38228   | 0.00172  |
| <b>Higd1a</b>   | -2.001226  | 0.03680992  | 1.1232    | 6.33E-05 |
| <b>Hilpda</b>   | -3.157958  | 0.008762919 | 2.75782   | 2.42E-05 |
| <b>Hk2</b>      | -2.108636  | 0.02352318  | 1.86932   | 0.000261 |
| <b>Id2</b>      | -1.795515  | 0.03798084  | 0.3579667 | 0.0359   |
| <b>Ier3</b>     | -3.735563  | 0.006065698 | 1.900093  | 9.69E-06 |
| <b>Il10ra</b>   | -1.680866  | 0.04986422  | 0.9049667 | 0.00226  |
| <b>Itga7</b>    | -2.825229  | 0.04122895  | 4.36966   | 4.51E-06 |
| <b>Jmjd6</b>    | -1.418683  | 0.005851341 | 2.029273  | 1.74E-06 |
| <b>Kcnk7</b>    | -2.131209  | 0.02248697  | 1.429847  | 6.27E-05 |
| <b>Kctd14</b>   | -1.085374  | 0.02333753  | 0.3458133 | 0.0318   |
| <b>Klk8</b>     | -1.126952  | 0.02890286  | 0.9410067 | 0.000807 |
| <b>Ldha</b>     | -0.971314  | 0.008058179 | 0.5876333 | 0.00172  |
| <b>Lgals3</b>   | -2.446662  | 0.001790329 | 0.5862333 | 0.00527  |
| <b>Lgals7</b>   | -2.146141  | 0.00999231  | 1.284053  | 2.55E-05 |
| <b>Map2k1</b>   | -0.9446497 | 0.009473778 | 1.22525   | 0.000221 |
| <b>Mboat2</b>   | -2.913038  | 0.01648667  | 3.057593  | 1.84E-06 |
| <b>Mgarp</b>    | -4.287145  | 0.00113808  | 5.92323   | 5.94E-07 |
| <b>Mt1</b>      | -6.238007  | 0.00106782  | 3.816203  | 1.97E-06 |
| <b>Mxi1</b>     | -1.981789  | 0.02860696  | 0.88402   | 0.00117  |
| <b>Ndrgl</b>    | -1.542519  | 0.02011137  | 2.41606   | 0.000284 |
| <b>Nfil3</b>    | -2.494121  | 0.002943253 | 0.98991   | 0.00192  |
| <b>Npc2</b>     | -0.684478  | 0.0288444   | 0.5924367 | 0.01     |
| <b>P4ha2</b>    | -4.49362   | 0.003413915 | 4.705813  | 7.67E-07 |
| <b>Pafah1b3</b> | -2.07933   | 0.002942767 | 1.27817   | 2.56E-05 |
| <b>Pdpx</b>     | -1.409388  | 0.04376749  | 2.008313  | 6.48E-06 |
| <b>Pgk1</b>     | -1.411721  | 0.000348914 | 0.9841333 | 0.000134 |
| <b>Pgm2</b>     | -1.616367  | 0.01941582  | 2.98594   | 9.97E-07 |
| <b>Pla2g12a</b> | -1.613231  | 0.0167328   | 0.6175733 | 0.00699  |
| <b>Plekha2</b>  | -1.157862  | 0.01586774  | 0.5278367 | 0.0154   |
| <b>Plod2</b>    | -2.005124  | 0.02035961  | 2.016443  | 2.56E-05 |
| <b>Plod3</b>    | -1.13711   | 0.008393207 | 0.5608333 | 0.00653  |
| <b>Ppp1r3b</b>  | -1.419394  | 0.04986422  | 2.6209    | 0.000106 |
| <b>Prdx5</b>    | -0.6216044 | 0.04399256  | 0.47666   | 0.0131   |
| <b>Prelid1</b>  | -0.6593593 | 0.002942767 | 0.8742    | 0.000185 |
| <b>Prelid2</b>  | -2.23291   | 0.009560788 | 2.200853  | 1.55E-06 |
| <b>Prkcdbp</b>  | -3.930553  | 0.002571161 | 1.334133  | 0.00181  |
| <b>Pygl</b>     | -2.393317  | 0.01147757  | 3.225617  | 5.23E-05 |
| <b>R3hdm1</b>   | -0.7241527 | 0.03798329  | 0.8591667 | 0.00138  |
| <b>Rab33a</b>   | -3.272228  | 0.003413915 | 3.181063  | 4.49E-05 |

|                 |            |             |           |          |
|-----------------|------------|-------------|-----------|----------|
| <b>Rcor2</b>    | -2.149705  | 0.01312204  | 0.8362167 | 0.0186   |
| <b>Rnf126</b>   | -1.152552  | 0.01106983  | 1.041323  | 0.000194 |
| <b>Rnf208</b>   | -1.837556  | 0.02164251  | 0.5452167 | 0.00641  |
| <b>Sap30</b>    | -1.66957   | 0.004884304 | 1.023367  | 0.000918 |
| <b>Sdc4</b>     | -2.477841  | 0.04334791  | 3.80822   | 6.80E-06 |
| <b>Selenbp1</b> | -3.411241  | 0.003062118 | 5.339177  | 2.49E-06 |
| <b>Selp</b>     | -3.176499  | 0.005393006 | 0.8426067 | 0.00769  |
| <b>Slc16a3</b>  | -2.54334   | 0.005213429 | 3.239053  | 1.40E-05 |
| <b>Slc2a3</b>   | -3.904958  | 0.03024235  | 4.698387  | 6.67E-07 |
| <b>Slc6a6</b>   | -0.6341538 | 0.004714412 | 0.3532667 | 0.0357   |
| <b>Smtnl2</b>   | -3.354     | 0.00957543  | 3.015877  | 3.24E-05 |
| <b>Spsb1</b>    | -2.956118  | 0.01987694  | 0.3806633 | 0.0331   |
| <b>St3gal1</b>  | -1.233001  | 0.02620593  | 0.36014   | 0.0196   |
| <b>Stat5a</b>   | -1.22865   | 0.04244288  | 0.8156233 | 0.00185  |
| <b>Stc2</b>     | -2.925523  | 0.008188236 | 0.38238   | 0.0306   |
| <b>Syce2</b>    | -1.45646   | 0.009473778 | 1.17723   | 3.06E-05 |
| <b>Tex264</b>   | -0.5523263 | 0.04738994  | 0.46934   | 0.00701  |
| <b>Tgm2</b>     | -3.012663  | 0.01941582  | 0.81274   | 0.00579  |
| <b>Tmem115</b>  | -0.6638337 | 0.02391275  | 0.32676   | 0.031    |
| <b>Tmem45a</b>  | -1.966615  | 0.006960698 | 0.8382767 | 0.0162   |
| <b>Tmem74b</b>  | -2.039036  | 0.03085073  | 0.4033033 | 0.0468   |
| <b>Tpi1</b>     | -1.38717   | 0.005393006 | 2.208067  | 1.02E-06 |
| <b>Tubb6</b>    | -1.359832  | 0.03742782  | 0.9221367 | 0.000221 |
| <b>Upp1</b>     | -3.950855  | 0.005393006 | 0.55717   | 0.0167   |
| <b>Vdac1</b>    | -0.9655575 | 0.001790329 | 0.7574333 | 0.00141  |
| <b>Vegfa</b>    | -2.144259  | 0.03903261  | 2.48201   | 5.23E-05 |
| <b>Vhl</b>      | -1.206885  | 0.014941    | 0.95558   | 0.00227  |
| <b>Vldlr</b>    | -2.827102  | 0.005458818 | 4.121637  | 7.85E-07 |
| <b>Xpnpep2</b>  | -1.915553  | 0.03516309  | 0.3893867 | 0.0207   |

**Supplementary Data 3** HIF1 metabolic gene signature (adjusted  $p < 0.05$ )

| Gene     | WT vs PHD KO (GSE85131) |              | WT vs HIF 1 KO (GSE29765) |              |
|----------|-------------------------|--------------|---------------------------|--------------|
|          | log2 FC                 | adjusted $p$ | log2 FC                   | adjusted $p$ |
| Ak4      | -1.889304               | 0.03409644   | 5.425637                  | 1.45E-08     |
| Aldoa    | -1.120577               | 0.00186952   | 1.726133                  | 1.03E-05     |
| Gapdh    | -1.267996               | 0.0069607    | 0.6893                    | 0.000838     |
| Gpi1     | -0.991003               | 0.02270512   | 1.62034                   | 6.17E-06     |
| Hk2      | -2.108636               | 0.02352318   | 1.86932                   | 0.000261     |
| Ldha     | -0.971314               | 0.00805818   | 0.5876333                 | 0.00172      |
| Mboat2   | -2.913038               | 0.01648667   | 3.057593                  | 1.84E-06     |
| P4ha2    | -4.49362                | 0.00341392   | 4.705813                  | 7.67E-07     |
| Pafah1b3 | -2.07933                | 0.00294277   | 1.27817                   | 2.56E-05     |
| Pdpx     | -1.409388               | 0.04376749   | 2.008313                  | 6.48E-06     |
| Pgk1     | -1.411721               | 0.00034891   | 0.9841333                 | 0.000134     |
| Pgm2     | -1.616367               | 0.01941582   | 2.98594                   | 9.97E-07     |
| Pla2g12a | -1.613231               | 0.0167328    | 0.6175733                 | 0.00699      |
| Plod2    | -2.005124               | 0.02035961   | 2.016443                  | 2.56E-05     |
| Plod3    | -1.13711                | 0.00839321   | 0.5608333                 | 0.00653      |
| Pygl     | -2.393317               | 0.01147757   | 3.225617                  | 5.23E-05     |
| Slc16a3  | -2.54334                | 0.00521343   | 3.239053                  | 1.40E-05     |
| Slc2a3   | -3.904958               | 0.03024235   | 4.698387                  | 6.67E-07     |
| Slc6a6   | -0.634153               | 0.00471441   | 0.3532667                 | 0.0357       |
| St3gal1  | -1.233001               | 0.02620593   | 0.36014                   | 0.0196       |
| Tpi1     | -1.38717                | 0.00539301   | 2.208067                  | 1.02E-06     |
| Upp1     | -3.950855               | 0.00539301   | 0.55717                   | 0.0167       |

## Supplementary Data 4 Peptide sequence for vectors

### 1. Peptide sequence for vector encoding mouse PDXP

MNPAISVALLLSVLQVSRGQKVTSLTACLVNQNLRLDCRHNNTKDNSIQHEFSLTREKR  
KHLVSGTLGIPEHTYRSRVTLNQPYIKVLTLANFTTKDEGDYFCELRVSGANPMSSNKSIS  
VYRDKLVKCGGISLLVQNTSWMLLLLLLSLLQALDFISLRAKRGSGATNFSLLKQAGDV  
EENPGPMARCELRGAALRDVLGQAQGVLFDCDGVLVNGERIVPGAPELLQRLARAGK  
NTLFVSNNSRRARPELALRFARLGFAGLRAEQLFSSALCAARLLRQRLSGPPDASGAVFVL  
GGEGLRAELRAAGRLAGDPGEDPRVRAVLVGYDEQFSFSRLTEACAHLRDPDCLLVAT  
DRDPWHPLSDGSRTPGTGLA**KK**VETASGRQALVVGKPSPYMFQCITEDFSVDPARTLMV  
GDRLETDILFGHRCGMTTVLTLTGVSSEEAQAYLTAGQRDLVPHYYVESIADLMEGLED

| Protein Name                                              | NCBI Reference Sequence                                                 |
|-----------------------------------------------------------|-------------------------------------------------------------------------|
| Thy-1.1                                                   | AAR17087.1                                                              |
| Furin cleavage site                                       | RAKR (cleavage after R)                                                 |
| Picornavirus 2A self-cleaving sequence                    | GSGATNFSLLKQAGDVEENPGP<br>(cleavage occurs between G and P)             |
| PDXP                                                      | NP_064667.2                                                             |
| <b>KK</b> Alanine residues substituted to lysine residues | Decreased affinity to pyridoxal phosphate( <i>Kestler et al. 2014</i> ) |

### 2. Peptide sequence for vector encoding mouse PDXK

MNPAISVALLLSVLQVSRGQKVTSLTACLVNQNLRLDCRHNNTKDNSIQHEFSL  
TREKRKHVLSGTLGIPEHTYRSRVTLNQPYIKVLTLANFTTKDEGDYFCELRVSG  
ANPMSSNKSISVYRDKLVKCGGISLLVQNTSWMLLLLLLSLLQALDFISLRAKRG  
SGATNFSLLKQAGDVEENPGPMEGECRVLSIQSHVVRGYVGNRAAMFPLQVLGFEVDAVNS  
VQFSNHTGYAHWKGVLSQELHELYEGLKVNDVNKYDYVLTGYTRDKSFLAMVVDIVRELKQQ  
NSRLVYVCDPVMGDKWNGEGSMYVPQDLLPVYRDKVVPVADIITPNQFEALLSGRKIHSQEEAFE  
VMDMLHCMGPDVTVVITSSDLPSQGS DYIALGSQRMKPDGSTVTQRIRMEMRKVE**T**VFVGTGD  
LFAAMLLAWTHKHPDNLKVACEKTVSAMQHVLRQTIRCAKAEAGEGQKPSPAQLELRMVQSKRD  
IEDPEIVVQATVI

| Protein Name                                       | NCBI Reference Sequence                                            |
|----------------------------------------------------|--------------------------------------------------------------------|
| Thy-1.1                                            | AAR17087.1                                                         |
| Furin cleavage site                                | RAKR (cleavage after R)                                            |
| Picornavirus 2A self-cleaving sequence             | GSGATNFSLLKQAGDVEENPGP<br>(cleavage occurs between G and P)        |
| PDXK                                               | NP_742146.1                                                        |
| <b>T</b> Alanine residues substituted to threonine | decreased pyridoxal kinase activity ( <i>Chelban et al. 2019</i> ) |

How the deposited data were processed for this re-analysis (not part of the article)

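RNA of mouse CD8+ T cells cultured for 7 days with vehicle or 0.25 mM AOA was sequenced, with 3 libraries per group. The same 3 mice gave the cells of both groups. The authors aligned the reads with STAR at default settings and deposited raw counts of uniquely mapped reads, with an Entrez number, a symbol and a length for each gene. The genome build, annotation, counting program and filter behind these counts are not given in the sources used here. The methods of the paper name DESeq2 for differential expression, prcomp for principal components, fgsea for gene sets and ClusterProfiler with Reactome for pathways.

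Total counts per library had a median of 15244646 (12881962 to 18934869) with vehicle and 19546478 (18696114 to 21997078) with AOA. At this depth a gene at 0 in all 3 vehicle libraries has a floor of 0.0641 CPM, taken as 3 counts over the group, which covers counting error only. In the deposited counts 4 genes were at 0 in every library, and 18 symbols read as dates, so genes were matched by Entrez number. Replicates of a group differed by more than sampling noise, with a chi-square per gene between 10.0 and 71.1, and each was counted as a separate sample. No column of per-sample values was left without a sample.

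Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its minimum count of 10, normalised by TMM and compared by the robust quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM values use TMM library sizes, and log2 CPM values have a prior count of 2. Alternatives set before the data were examined were DESeq2 1.42.0, limma 3.58.1 (voom), median-of-ratios size factors, total counts only, no low-count filter, at least 10 CPM in 3 libraries, the mouse as a replicate block, each library left out, and an added log2 fold change of at least 1. Chosen after the data had been seen were removal of trends with gene length and GC content, with and without the block, thinning to equal totals, ranking by the DESeq2 statistic, and fry with the block. GC content came from GENCODE vM21 gene models of GRCm38, which gave a value for 95.8% of genes.

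The pairing comes from the sample labels, which give the same mouse numbers to both groups. Deviations from the group means correlated across genes within each mouse with r of 0.0641, 0.171 and 0.195, where genes are not independent replicates.

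Reactome pathways with 10 to 500 tested genes came from the mouse sets of fgsea 1.28.0. A pathway was counted as a cell cycle pathway when at least 50% of its tested genes, or 80% in an alternative, belonged to Reactome Cell Cycle. Gene sets of at least 5 tested genes were ranked in fgsea, with camera and fry of limma as alternatives. The MSigDB sets of the paper were not used here. The sets were the S and G2/M lists of Seurat 5.3.0, Reactome sets, and lists of cytotoxic, naive and memory, inhibitory receptor, interferon, ATF4, glycolysis, PLP enzyme, solute carrier and HIF1 genes fixed before the data were examined. Of 18 glycolysis genes 17 were found in the deposited counts. Marker lists for B, myeloid, CD4, NK, erythroid and CD8 T cells were fixed at the same time.

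Genes are named by a rule fixed beforehand. It takes every gene labelled in Fig. 3B, whose values in the figure had been seen, or named in the results for flow cytometry and PLP regulators. It adds the 5 raised and 5 lowered genes with the largest absolute log2 fold change among those called, with a mean of at least 10 CPM in the higher group and the same direction in all 3 mice, and up to 3 called members per direction of a reported list. Results of some genes that this rule or the marker lists take are not reported here.

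The steps were tested on 10 simulated data sets for the AOA and vehicle comparison, with 200 genes changed by known folds. The first design of the simulation, with a single data set and means from vehicle libraries alone, was replaced after its result had been seen. edgeR recovered 78.4% of the changed genes and 91.4% of those changed at least 4-fold, and 6.86% of its calls were false, above the nominal 5%. DESeq2 recovered 83.2%, with 15.8% false calls, limma recovered 77.9%, with 6.56%, and edgeR with the block recovered 77.4%, with 8.15%. A planted set was found and 0 of 50 random sets were called. In the data 6233 genes were called, far more than the 200 changed in each simulation, and no difference between mice was simulated. The rates of false calls therefore need not hold for the data, and the simulation cannot judge what the block gains.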

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

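Gene sets outside those the paper discusses are given here because they differed between the groups, and the tests of gene length and GC content and of single libraries were chosen only after these results had been seen.

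The 64 tested genes of Reactome Respiratory electron transport were higher with AOA, with an NES of 2.56 (adjusted p = 4.58e-11, fgsea on edgeR statistics). Of them 47 were higher and 2 lower, with a median log2 fold change of 0.69. Ndufa12, Ndufc1 and Ndufa5 rose most (1.63, 1.58 and 1.52), while Ndufa6 and Etfdh fell (-0.75 and -0.45). Neither of these falls was called without vehicle replicate 1 or vehicle replicate 3, nor was that of Ndufa6 without AOA replicate 2 or AOA replicate 3. The set rose in all 3 mice. Its genes are short, with a median length of 782 bases against 2900 for all tested genes, and AOA replicate 1 had the highest mean log2 CPM of the set (6.81 against 6.31 and 6.33 in AOA replicates 2 and 3). With length and GC trends removed and the mouse as a replicate block the NES was 2.24, and without AOA replicate 1 it was 2.41, both past the threshold, which argues against either as the whole cause. Tests that allow for correlation among genes were less certain. Camera with an estimated correlation gave an adjusted p of 0.592, fry gave 0.0276 and fry with the block gave 0.0877, in a range over the alternatives from 5.64e-13 to 0.592. A response to AOA stays open as the biological explanation. The paper reports that oxygen consumption, both basal and maximal, was raised after 7 days of AOA (Fig. 3N), a measure of function and not of RNA. How far length contributes to the size of the rise was not resolved.

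The 10 inhibitory receptor genes were lower with AOA, with an NES of -1.89 (adjusted p = 0.00813, fgsea on edgeR statistics). Of them 7 were lower and 1 higher. Havcr2, Lag3 and Pdcd1 had log2 fold changes of -5.01, -3.23 and -2.76, and Tox rose by 1.42. Vehicle replicate 2 stood apart in other genes, but without it the NES was -1.95, and with length and GC trends removed and the block it was -1.86, both past the threshold. The adjusted p over the alternatives ranged from 0.00102 to 0.0999, the largest from camera with an estimated correlation. An effect of AOA stays open, as does a change in the mixture of cells, since the vehicle and AOA cultures were sequenced in bulk.

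The 22 interferon response genes had an NES of -1.60 (adjusted p = 0.0250, fgsea on edgeR statistics), with 9 lower and 0 higher. Ifit1, Rsad2 and Mx1 had log2 fold changes of -2.29, -2.18 and -2.07. The call was lost without AOA replicate 1 (NES -1.55, adjusted p = 0.0764) and without AOA replicate 2 (NES -1.48, adjusted p = 0.0998), so the call of this list depends on single libraries. Among the genes lowered by AOA, the Reactome pathways Interferon gamma signaling (35 of 67 genes, adjusted p = 1.98e-05) and Interferon Signaling (44 of 95, adjusted p = 4.54e-05) were enriched as well in the hypergeometric test, which was not examined for these pathways with libraries left out. The NES with each library left out lay between -1.78 and -1.48, and the adjusted p over the alternatives ranged from 0.0109 to 0.601.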

How the results depend on the processing

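The removal of length and GC trends, thinning, ranking by the DESeq2 statistic and fry with the replicate block were chosen after the data had been seen, and the cause of a change named here was not tested unless stated.

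The numbers of genes called changed, raised and lowered stayed within 1.5 times the values given under every alternative except the requirement of a log2 fold change of at least 1, which by construction left 3081, 1418 and 1663. With each library left out they ranged from 4952 to 6796, from 2519 to 3499 and from 2433 to 3297. No gene called in an alternative had the opposite direction. With the mouse as a replicate block 6292 genes were called, of which 6007 were among the 6233 called without it. All 10 leading Reactome pathways were cell cycle pathways in each alternative. The share of the first principal component was 89.6% over the most variable genes and 60.7% with genes scaled, and it ranged from 77.7% to 88.0% with each library left out. For the second component these values were 7.10%, 15.9% and 6.44% to 14.2%.

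Camera with an estimated correlation no longer called the G2/M genes (adjusted p = 0.0754), Cell Cycle Checkpoints (0.0730), TCR signaling (0.498), CD28 costimulation (0.232), electron transport (0.592), cytotoxic genes (0.498), inhibitory receptors (0.0999) or interferon genes (0.601). Camera with its preset correlation lost TCR signaling (0.0513) and gained the naive and memory genes (0.0242), as fry did (0.0276). With the replicate block, TCR signaling had an NES of -1.47. Its NES was -1.31 when ranked by log2 fold change, -1.41 with length and GC trends removed and -1.33 with these and the block. The naive and memory genes passed with trends removed and the block (NES -1.57). Fry without the block called TCR signaling, electron transport and the interferon, naive and memory, glycolysis, solute carrier and HIF1-driven genes, but with the block none of these passed (0.0769, 0.0877, 0.0502, 0.114, 0.0877, 0.0605 and 0.122). With each library left out the NES ranged from -1.63 to -1.49 for TCR signaling, from -1.80 to -1.47 for CD28 costimulation, from -1.77 to -1.37 for naive and memory genes and from -1.78 to -1.48 for interferon genes. In edgeR and fgsea, the block changed the calls of TCR signaling and Gzmb (adjusted p = 0.0304) and no other call of a gene or set named in the text.

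Signs changed only for results that were not called. The ATF4 genes had a positive NES with the block (0.931) and with trends removed and the block (0.992), and from -1.13 to 1.17 with each library left out. Camera and fry also put them higher, with adjusted p of 0.974 (preset correlation), 0.993 (estimated), 0.936 (fry) and 0.642 (fry with the block). HIF1 metabolic genes had an NES of 0.747 with trends removed, 0.777 with the block added, and from -1.13 to 0.630 with each library left out. The log2 fold change of Il2ra was -0.00746 under limma, -0.0106 under the stricter filter, -0.0143 with the block, -0.0475 with trends removed, -0.0841 with the block added, and from -0.36 to 0.32 with each library left out. That of Ifng ranged from -0.85 to 0.0516 and that of Got1 from -0.13 to 0.0872, with each library left out. Got1 was at 0.0175 with trends removed and 0.0202 with the block added, and Pdxk at 0.0612 and 0.0549. Over 84 named genes, 1238 of 1325 values kept their direction and their side of the threshold, 58 were no longer past it, 12 newly passed and 17 changed sign. Tbx21 was not called with length and GC trends removed (adjusted p = 0.0554). DESeq2 gave Gzmd and Gzme no adjusted p. Genes with few counts, such as Gzmg, are limited by depth.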

Differences from the paper's values

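For 11 of the 14 genes read by eye from Fig. 3B, the -log10 adjusted p is larger there than by edgeR here, while Prf1, Tbx21 and Gzmb did not differ beyond the limit set. The paper's value for Mcm5 is about 52 in Fig. 3B, against 4.86 here. Chek1 lies at about 47 in Fig. 3B, against 4.85, and Cdk1 at about 46 in Fig. 3B, against 4.82. Ccnb1 is at about 45 in Fig. 3B, with 4.86 here, and E2f1 at about 39 in Fig. 3B, with 4.85 here. Pcna lies at about 37 in Fig. 3B, against 4.64.

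Among the lowered genes, Tnfrsf8 is at about 15 in Fig. 3B, against 3.42 here, and Gzma at about 13 in Fig. 3B, against 3.92. Ccr1 is at about 11 in Fig. 3B, with 3.62 here, Icos at about 8 in Fig. 3B, with 3.22, and Klrg1 at about 4 in Fig. 3B, with 2.62. Of the alternatives set before the data were examined, DESeq2, which the methods of the paper name, gave values within 0.5 of the reading for all of these genes, such as 52.4 for Mcm5 and 4.30 for Klrg1. The readings from Fig. 3B and their error were set after the values here were known, so this match is not independent of them. For Klrg1 the replicate block (3.93) and leaving out vehicle replicate 2 (3.15) or vehicle replicate 3 (3.10) also came within 1.5 times. Every other alternative set beforehand stayed apart for each of these genes. The log2 fold changes of the 14 genes read from Fig. 3B and tested here did not differ beyond their error.

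The legend of Fig. 3B, which names no gene, describes its selected genes as significantly changed, and Gzmb is one of those labelled. Here its log2 fold change of -1.03 had an adjusted p of 0.0605 by edgeR and 0.142 by DESeq2, and its point in Fig. 3B lies under the dashed line. It was called with the replicate block (0.0304), without vehicle replicate 1 (0.0239) and without vehicle replicate 3 (0.0474), and, in fits chosen after the values had been seen, with length and GC trends removed (0.0294) and with these and the block (0.00533). No other fit called it, and without vehicle replicate 2 its adjusted p was 0.307. The other genes labelled there and tested here were called in the direction given. Gzmg was not tested by edgeR with its filter, but DESeq2 (adjusted p = 9.00e-05), edgeR with no low-count filter (0.0179) and edgeR without vehicle replicate 1 (0.00143) called it lower. It was not called by edgeR without AOA replicate 1 (0.0515), AOA replicate 2 (0.231) or AOA replicate 3 (0.114).

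The results text describes a selective enrichment of G2/M checkpoint genes with AOA, beside activation and proliferation genes in vehicle cells. It does not contrast G2/M with S phase genes there, and its G2/M set was not the one used here. The Seurat G2/M genes were higher here (NES 3.33), and so were the S phase genes (NES 3.20), which rose in 43 of 43 cases. No conflict with the paper is therefore shown.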

Other observations

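The tests of cell types, composition, label swaps, CD8 T cell share, S phase genes, resting cells, donors and NK cells were chosen only after the results had been seen, and the list of cell types was split into separate tests at that point. The p53 and resting cell lists were written after the data had been seen.

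The difference between vehicle and AOA libraries was weighed against technical explanations. Depth differed between the groups, but after thinning to equal totals 6042 genes were still called. Without a composition factor 6193 were called, and the 10 most abundant genes never took over 6.36% of the counts. Splits in which the labels of a single mouse were exchanged gave 0 called genes, which argues against a swap of labels within a donor, although an exchange of all labels was not tested. B cells are argued against by Cd79a and Ms4a1, which reached at most 2.28 CPM in any library, far less than such cells would bring. Cd79b, however, was higher with AOA (11.7 CPM with vehicle, 23.7 with AOA). Myeloid markers were divided. Lyz2 reached at most 1.16 CPM in any library, while Itgam (45.4 CPM with vehicle, 1.21 with AOA) and Cd68 (14.4 and 3.83) were both lower with AOA. Myeloid cells in the vehicle cultures therefore stay open. Only 4 of 7 B cell and 3 of 9 myeloid markers were among the deposited genes. None of the 5 erythroid markers was among the deposited genes. Cd4 and Cd40lg were lower with AOA (log2 fold changes of -3.08 and -2.58), while Foxp3 was not called (adjusted p = 0.127 by edgeR). CD4 T cells or NK cells in the vehicle cultures cannot be told apart from a change of these genes in CD8 T cells, because the cultures were measured in bulk.

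With 3 libraries against 3 there are 10 splits, so chance cannot be excluded by this count for any result. For the called genes, the raised genes, the lowered genes, the cell cycle pathways and the G2/M genes, 1 of 10 splits, the real one, gave a result as large. The other 9 splits called 0 genes with edgeR. An absolute NES as large as the real one came from 7 of 10 splits for the cytotoxic genes. For the naive and memory genes it came from 3 of 10. Enrichment scores of these lists are therefore also reached by groupings that mix AOA with vehicle. Every such grouping is still unbalanced between AOA and vehicle, so it keeps part of the treatment contrast. These counts thus cannot tell whether chance alone gives such scores. The absolute NES of the G2/M genes lay between 2.26 and 2.97 in the other splits. Apart from the real split, 3 splits part all 3 mice as the real one does, and the others part only 1.

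The rise of the cell cycle genes was weighed in the same way. A larger share of CD8 T cells is argued against by their own genes, of which Cd8a rose most (1.03), against a median of 2.48 for the S phase genes. That median also argues against a rise of G2/M genes alone. A checkpoint arrest driven by p53 was left undecided by 21 of its targets (NES -0.945), of which 4 were higher and 5 lower, and the NES was positive without vehicle replicate 2 (adjusted p = 0.227). A candidate explanation is that vehicle cells were closer to rest at day 7. Genes of resting lymphocytes, without those whose values had been seen, were lower with AOA (NES -1.75, adjusted p = 0.0100, 11 of 17 lower and 2 higher), with an adjusted p of 0.00224 by fry and 0.114 by camera with an estimated correlation. Among these genes, picked for mention after their values were seen, Pik3ip1 and Tsc22d3 had log2 fold changes of -2.62 and -2.38, while Klf4 rose by 4.08.

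Vehicle replicate 2 stood apart from the other vehicle libraries. Of the 200 genes in which it deviated most, 67% deviated in the same direction in AOA replicate 2, from the same mouse, against 35% and 38.5% in AOA replicates 1 and 3, which suggests a difference between donors. Centring within groups ties the AOA values together. Length and GC content are argued against by a rank correlation across genes of at most -0.125. NK cells in that culture may also contribute, with 37 counts of Ncr1 against 0 in the other vehicle libraries and 1757 counts of Klrb1c against 525 and 371, which rests on these genes alone. AOA replicate 1 deviated with gene length (rank correlation -0.499 across genes, which are not independent), so its deviation may be technical. In AOA replicates 2 and 3 the correlation was 0.393 and 0.333, which centring within the group mirrors.

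Transcripts of the proteins measured by flow cytometry, which the paper took after 3 days for cytokines and activation markers, are given for day 7. Il2ra (CD25) was not called, with a log2 fold change of 0.03 (standard error 0.30, adjusted p = 0.950 by edgeR), nor was Ifng (-0.54, adjusted p = 0.293). Tnf rose (1.35, adjusted p = 0.00163) and Cd44 fell (-0.88, adjusted p = 0.00118). Of genes of PLP turnover, Pdxp rose (0.93, adjusted p = 0.00220), while Pdxk (-0.24) and Plpbp (-0.28) were not called. Bcat1 rose (1.32, adjusted p = 0.0187) and Got1 did not change detectably (-0.04). Of the glycolytic genes named in the paper, Ldha (1.38) and Hk2 (0.83) rose, Slc2a3 fell (-2.06) and Slc16a3 was not called (0.41, adjusted p = 0.0528). Slc16a3 lay close to the threshold and was called with median-of-ratios size factors (0.0483), total counts only (0.0447), no low-count filter (0.0396), and length and GC trends removed without (0.00639) and with the block (0.0110). Hk2 was not called without vehicle replicate 1 (adjusted p = 0.106), vehicle replicate 3 (0.0983), AOA replicate 2 (0.107) or AOA replicate 3 (0.0837). Bcat1 was not called without vehicle replicate 1 (0.0627), vehicle replicate 3 (0.0540) or AOA replicate 2 (0.0678).

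Other sets fixed beforehand were not called by fgsea with all libraries and no block. These were cholesterol biosynthesis (NES 0.986), ATF4 targets (NES -1.12, although their median log2 fold change was 0.16 and their mean -0.03), glycolysis (1.22), PLP transaminases (1.11), other PLP enzymes (0.775), solute carriers (-1.20), HIF1-driven genes (-1.13) and HIF1 metabolic genes (-0.618). Fry called the glycolysis (adjusted p = 0.0250), transaminase (0.0153), other PLP enzyme (0.0171), solute carrier (0.0439) and HIF1-driven (0.0393) lists. With the mouse as a block, fry kept the transaminase (0.0306) and other PLP enzyme (0.0306) lists and lost glycolysis (0.0877), solute carriers (0.0605) and HIF1-driven genes (0.122). Under fgsea, transaminases passed without vehicle replicate 2 (NES 1.59, adjusted p = 0.0454) and solute carriers without vehicle replicate 1 (NES -1.32, adjusted p = 0.0361). Glycolysis passed with length and GC trends removed and the block (NES 1.61, adjusted p = 0.0398). The lists of Fig. 3B, chosen by the authors on these libraries, had NES of 2.11 and -1.85.

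The 5 most raised genes under the naming rule were Kirrel, Drc1, Thbs1, Col6a2 and Nqo1. Kirrel was at 0 counts in the 3 vehicle libraries and at 16.4 ± 5.85 CPM (SD, n = 3) with AOA, at least 256-fold higher with a floor of 3 counts over the group. Drc1 rose from 2.13 ± 1.17 to 185 ± 37.7 CPM (SD, n = 3), with a log2 fold change of 6.40 (standard error 0.36, adjusted p = 1.21e-05 by edgeR). The 5 most lowered were Gzmf, Esm1, Gzmd, Gzma and Gzme, of which Esm1 (-8.30, adjusted p = 6.56e-05) is the one that belongs to no granzyme family. Gzmf was not called without AOA replicate 2 (adjusted p = 0.115) or AOA replicate 3 (0.0844). Gzmd and Gzme were not called when vehicle replicate 3 or any single AOA library was left out, or under limma (0.134 and 0.127), and Gzme was also not called with total counts only (0.0572). Their largest adjusted p came without AOA replicate 3, at 0.160 for Gzmd and higher for Gzme. With the mouse as a replicate block, edgeR called Gzmf, Gzmd and Gzme (adjusted p = 1.10e-06, 3.62e-07 and 1.62e-06). The ranks of Gzmd and Gzme rest on vehicle replicate 2, without which their log2 fold changes were -3.23 and -2.58.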
